# Metabolomics, Transcriptome and Single-Cell RNA Sequencing Analysis of the Metabolic Heterogeneity between Oral Cancer Stem Cells and Differentiated Cancer Cells

**DOI:** 10.3390/cancers16020237

**Published:** 2024-01-05

**Authors:** Yuwen Miao, Pan Wang, Jinyan Huang, Xin Qi, Yingjiqiong Liang, Wenquan Zhao, Huiming Wang, Jiong Lyu, Huiyong Zhu

**Keywords:** oral cancer, cancer stem cell, metabolic heterogeneity, metabolomics, single-cell RNA sequencing

## Abstract

**Simple Summary:**

Cancer stem cell have certain metabolic properties that are distinct from their differentiated counterparts. Our aim is to characterize CSC metabolism in oral cancer. Our study have several impacts: 1. Previous metabolic studies of CSC mainly focused on few energy metabolism pathway. Here we used novel transcription/metabolic joint analysis to reveal comprehensive metabolic alteration of CSC in oral cancer. 2. Assessing CSC metabolic phenotype in vivo is challenging. Here We used single-cell sequencing to explore the metabolic characteristics of CSC in vivo. 3. Our data suggested oral CSCs are metabolically inactive compared with differentiated cancer cells. This state may allow CSCs to resist the metabolic therapeutic strategies currently used for highly proliferative tumors. This knowledge may allow us to better develop metabolic therapy against CSC in oral cancer.

**Abstract:**

Understanding the distinct metabolic characteristics of cancer stem cells (CSC) may allow us to better cope with the clinical challenges associated with them. In this study, OSCC cell lines (CAL27 and HSC3) and multicellular tumor spheroid (MCTS) models were used to generate CSC-like cells. Quasi-targeted metabolomics and RNA sequencing were used to explore altered metabolites and metabolism-related genes. Pathview was used to display the metabolites and transcriptome data in a KEGG pathway. The single-cell RNA sequencing data of six patients with oral cancer were analyzed to characterize in vivo CSC metabolism. The results showed that 19 metabolites (phosphoethanolamine, carbamoylphosphate, etc.) were upregulated and 109 metabolites (2-aminooctanoic acid, 7-ketocholesterol, etc.) were downregulated in both MCTS cells. Integration pathway analysis revealed altered activity in energy production (glycolysis, citric cycle, fatty acid oxidation), macromolecular synthesis (purine/pyrimidine metabolism, glycerophospholipids metabolism) and redox control (glutathione metabolism). Single-cell RNA sequencing analysis confirmed altered glycolysis, glutathione and glycerophospholipid metabolism in in vivo CSC. We concluded that CSCs are metabolically inactive compared with differentiated cancer cells. Thus, oral CSCs may resist current metabolic-related drugs. Our result may be helpful in developing better therapeutic strategies against CSC.

## 1. Introduction

Oral cancer is the term for malignancies developing in the oral cavity, and its risk factors include smoking, tobacco and alcohol [1]. Oral cancer has the 11th-highest incidence rate among all cancers [2]. Each year from 2010 to 2019, the incidence increased by about 1% and the mortality rate increased by 0.4% [3]. Oral squamous cell carcinoma (OSCC) accounts for about 90% of all oral cancers. Despite recent advances in imaging, surgery, radiation and systemic therapies, the overall survival of patients with OSCC has improved by only 5% in the last 20 years. The main reasons for treatment failure are local recurrence and lymph node metastasis [4,5].

Cancer cells reprogram their metabolism to meet the energy and anabolic requirements for survival and proliferation. Warburg [6] first observed that even when adequate oxygen is available, cancer cells preferentially perform glycolysis rather than oxidative phosphorylation. Recent studies have shown that metabolites are not only essential for the cellular structure and energy generation but also serve critical functions as signaling molecules, immune modulators, endogenous toxins and environmental sensors [7]. Natalya [8] outlined several key aspects of cancer metabolism, such as dysregulated glucose and amino acid uptake, a heightened demand for electron acceptors and metabolic interactions within the tumor microenvironment. These distinct metabolic traits associated with cancer offer insights into tumor imaging, prognostic assessments and potential therapeutic approaches [9].

Understanding cancer metabolism has implications for clinical oncology. Researchers have recently begun to pay more attention to intratumoral metabolic heterogeneity. A typical example is the metabolic heterogeneity between cancer stem cells (CSCs) and normal tumor cells. According to CSC theory, CSCs are a distinct population of cancer cells that have a high self-renewal ability and tumorigenic potential, and these characteristics play an important role in cancer relapse, metastasis and radiotherapy/chemotherapy resistance [10,11]. CSCs were first identified in patients with leukemia and then in many solid tumors, including OSCC [12,13,14,15]. Recent evidence suggests that CSC populations are in a dynamic and plastic state [16,17].

CSCs may have certain metabolic properties distinct from their differentiated counterparts [18]. Research in the fields of liver cancer, glioma, breast cancer and other types of cancer has elucidated these properties [19,20]. Understanding the distinct metabolic characteristics of CSCs may allow us to better cope with the clinical challenges associated with them. Our research team is interested in the metabolic characteristics of oral CSCs, which are currently unknown. In this study, we used OSCC cell lines and multicellular tumor spheroid (MCTS) models to generate CSC-like cells. We then used quasi-targeted metabolomics to quantify thousands of metabolites and performed RNA sequencing (RNA-seq) to analyze the transcriptional level of metabolic genes. The altered metabolites and genes were integrated into a Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis. In addition, we performed a single-cell transcriptome analysis of six OSCC tumors to preliminarily explore the metabolic phenotypes of oral CSCs in their native microenvironments in humans.

## 2. Materials and Methods

### 2.1. Cells and Culture Conditions

Experiments using HSC3 and CAL27 cell lines were maintained by the Laboratory of Stomatology, Zhejiang University. Both cell lines were cultured in Dulbecco’s modified Eagle’s medium/Nutrient Mixture F-12 (DMEM/F-12, Cellmax, Beijing, China) containing 10% fetal bovine serum and incubated at 37 °C in humidified air with 5% carbon dioxide.

### 2.2. MCTS Models

MCTS models were used to enrich CSCs in the HSC3 and CAL27 cell lines, as described in a previous report [21]. Briefly, when the adherent cells reached 85–90% confluence, they were dissociated into a single-cell suspension and resuspended in serum-free DMEM/F-12 supplemented with 2% B-27 (Gibco, Waltham, MA, USA), 10 ng/mL epidermal growth factor (EGF) (PeproTech, Cranbury, NJ, USA) and 10 ng/mL basic fibroblast growth factor (bFGF) (PeproTech) at a cell density of 1 × 10^5^ cells/mL in a poly(2-hydroxyethyl methacrylate)-coated plate [22,23]. The culture medium was refreshed every 3 days. On day 7, the MCTS models were used for further testing and analysis.

### 2.3. Reverse Transcription Quantitative Polymerase Chain Reaction (RT-qPCR)

Total cellular RNA was extracted using a Universal RNA Extraction Kit (Takara, Beijing, China) according to the manufacturer’s instructions. The mRNA was reverse-transcribed using a PrimeScript IV 1st strand cDNA Synthesis Mix (Takara). Then, RT-qPCR of the cDNA was performed using a TB Green Premix Ex Taq™ II FAST qPCR (Takara) on a ViiA7 System (Thermo Fisher Scientific, Waltham, MA, USA). The primer sequences used in this study were designed at the NCBI website (https://www.ncbi.nlm.nih.gov/, accessed on 10 April 2023) and were as follows: *SOX2* (forward, 5′-AACTCCATGACCAGCTCGCAGA-3′ and reverse, 5′-GGACTTGACCACCGAACCCAT-3′), *NANOG* (forward, 5′-TGGCTCTGTTTTGCTATATCCC-3′ and reverse, 5′-CATTACGATGCAGCAAATACGAGA-3′), *OCT4* (forward, 5′-TATGCAAAGCAGAAACCCTCGT-3′ and reverse, 5′-TTCTCCAGGTTGCCTCTCACTCG-3′) and *GAPDH* or actin (forward, 5′-GGAGCGAGATCCCTCCAAAAT-3′ and reverse, 5′-GGCTGTTGTCATACTTCTCATGG-3′).

### 2.4. Flow Cytometry

The collected cells were dissociated and resuspended into a single-cell suspension. Fluorescence-conjugated CD133 antibody (ab252126, diluted to 1:1000; Abcam, Cambridge, UK) was added, and the samples were incubated for 30 min on ice. The proportions of CD133+ cells were determined using a cytometer (CytoFLEX; Beckman Coulter Life Sciences, Brea, CA, USA).

### 2.5. Sphere-Forming Assays

The experimental procedure for the sphere-forming assays was similar to that for the MCTS models; the main difference was that the single-cell suspension was seeded at a density of 2000 cells and the serum-free DMEM/F-12 medium contained 20 ng/mL EGF, 20 ng/mL bFGF and 2% B-27 [24]. The medium was refreshed every 2–3 days. Seven days later, spheres larger than 50 µm were counted using an inverted microscope.

### 2.6. Transcriptome Sequencing

For transcriptome sequencing, all samples were processed in triplicate. A total of 1 × 10^6^ adherent cells or multicellular sphere cells were collected and sent to a commercialized testing company (Novogene, Tianjin, China) for transcriptome sequencing. The experimental procedures and subsequent data processing of transcriptome sequencing are provided in the Supplementary Materials and Methods (Method S1). Briefly, after library preparation, low-quality bases were removed from raw data, and Hisat2 (v2.0.5) [25] was used to map reads to the reference genome. FeatureCounts (v1.5.0-p3) [26] was used to count the reads numbers mapped to each gene; then, the FPKM of each gene was calculated. The differential expression analysis of experiment/control groups was performed using the DESeq2 R package (1.20.0) [27]. A corrected *p*-value of 0.05 and absolute fold-change of 1.5 were set as the threshold for significantly differential expression. The KEGG enrichment analysis of differentially expressed genes was implemented by the clusterProfiler R package (3.8.1) [28].

### 2.7. Quasi-Targeted Metabolomics

For quasi-targeted metabolomics, all samples were processed in quintuplicate. A total of 5 × 10^6^ adherent cells or multicellular sphere cells were seeded at 2.5 × 10^5^/mL in DMEM/F-12 without fetal bovine serum or B-27/EGF/bFGF for 24 h. All cells were then collected and sent to a commercial testing company (Novogene) for quasi-targeted metabolomics. The experimental procedures and subsequent data processing of quasi-targeted metabolomics are provided in the Supplementary Materials and Methods (Method S2). Briefly, the metabolomics samples were injected into the LC-MS/MS system (ExionLC™ AD system (SCIEX) coupled with a QTRAP^®^ 6500+ mass spectrometer (SCIEX)). The detection of the experimental samples using MRM (Multiple Reaction Monitoring) were based on the novogene in-house database. The data files generated by HPLC-MS/MS were processed using SCIEX OS Version 1.4 to integrate and correct the peak. These metabolites were annotated using the KEGG database (http://www.genome.jp/kegg/, accessed on 13 November 2022), HMDB database (http://www.hmdb.ca/, accessed on 13 November 2022) and Lipidmaps database (http://www.lipidmaps.org/, accessed on 13 November 2022). We applied univariate analysis (*t*-test) to calculate the statistical significance (*p*-value). The metabolites with a VIP > 1, a *p*-value< 0.05 and a fold change > 1.5 were considered to be differential metabolites.

### 2.8. Single-Cell RNA Sequencing Analysis

The single-cell RNA sequencing data of tumor samples from six patients with oral cancer were downloaded from the Gene Expression Omnibus database (accession number GSE172577) [29]. Seurat (Version 4.3.0) [30] was used for downstream analysis. The data analysis was performed as follows: (1) the data of the six samples were integrated after being filtered by the minimum number of cells (*n* = 3), a feature count of 200–6000 and a mitochondrial gene proportion of <0.05. (2) We employ a global-scaling normalization method to normalizes the feature expression measurements for each cell. (3) After applying linear transformation to scale the data, PCA was performed on the scaled data. (4) A graph-based clustering approach was used to cluster the cells, and non-linear dimensional reduction (UMAP) was performed to visualize and explore these datasets. (5) After differential expressed features were analyzed, cluster definition and annotation were performed by SingleR (Version 2.2.0) [31] combined with manual annotation according to existing knowledge. Fourth, the FindMarkers function was used to identify differentially expressed genes (fold change of >1.5 and adjusted *p*-value of <0.05) between CSC clusters and non-CSC clusters.

### 2.9. Survival Analysis

A survival analysis was performed using the R package “survival” (version 3.5-7). The mRNA expression data (Z-score) and relevant clinical information of 528 samples of head and neck squamous cell carcinoma (The Cancer Genome Atlas of the Pan-Cancer Atlas) were downloaded from the cBioPortal website (http://www.cbioportal.org/, accessed on 28 June 2023). For each gene analyzed, samples with a Z-score above the median were defined as exhibiting a high expression, and those with a Z-score below the median were defined as exhibiting a low expression.

## 3. Results

### 3.1. MCTS Increases the Stemness of Tumor Cells

Metabolomics research requires a very large number of cells. Because of the very low proportion of CSCs (<3%), several commonly used methods for isolating CSCs (e.g., flow cytometry sorting by CSC markers [32] or spheroid colony formation [33]) seem unacceptable from the viewpoints of cost and labor. Therefore, we employed MCTS models [21,34] to obtain an adequate number of cells with CSC properties. To validate the changes in stemness of the tumor cells processed by the MCTS model, we evaluated the changes in transcription factors (*OCT4*, *NANOG*, and *SOX2*) using qRT-PCR. As shown in Figure 1, the expression of these genes in tumor cells processed by the MCTS model increased significantly (Figure 1A,B). The sphere-forming assays suggested that the MCTS cells had an increased sphere-forming ability compared with the adherent cancer cells (Figure 1C). We subsequently used flow cytometry (with the CSC surface marker CD133) to evaluate the changes in the proportion of CSCs. After processing with the MCTS model, the proportion of CD133+ cells in both the CAL27 and HSC3 cell lines increased significantly (Figure 1D). These results indicate that, compared with adherent cells, MCTS cells have significantly enhanced stemness.

### 3.2. Metabolomics and Transcriptome Results

Metabolomics technologies allow us to identify and quantify hundreds of metabolites in biological samples [35]. In this study, we conducted quasi-targeted metabolomics, a method that offers higher quantitative precision than untargeted metabolomics. Our objective was to quantify alterations in intracellular metabolites within OSCC cell lines, specifically MCTS. The sample details are present in Table S1. Our quasi-targeted metabolomics procedures were based on the Novogene database, which includes 2200 metabolites. The results are shown in Table S2. Finally, 368 metabolites (upregulated, n = 102; downregulated, n = 266) were found to be significantly changed in the CAL27 cells (Figure 2A), and 314 metabolites (upregulated, n = 40; downregulated, n = 274) were found to be significantly changed between the control and MCTS in HSC3 cells (Figure 2B).

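Transcriptome data were analysed for 12 libraries, 3 from each of 4 groups: adherent CAL27 cells, CAL27 MCTS, adherent HSC3 cells and HSC3 MCTS. CAL27 and HSC3 are established human cell lines of oral squamous cell carcinoma. The adherent cells were cultured with 10% fetal bovine serum. The MCTS, which are spheres of tumor cells, were grown for 7 days from 100000 cells per mL. Their serum-free medium held 2% B-27, 10 ng/mL EGF and 10 ng/mL bFGF. The sample titles place the adherent cells alone in the logarithmic period of growth. The groups of each line thus differed in medium as well as in growth form, and growth phase and time in culture may differ with them. The authors mapped the reads with Hisat2, counted them on genes with FeatureCounts and calculated FPKM (fragments on a gene, scaled by its length and by the depth of the library). The deposited table lists 61337 gene IDs with their FPKM in each library. A symbol was found for 60357 of these IDs, 58503 are in the GENCODE v29 annotation, and 35353 were above 0 in at least 1 library. The paper's text names neither the genome build nor the annotation release, and the copy of its Method S1 used here covers metabolomics alone, so no coordinates are given.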

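The number of reads behind each value was worked out from the table, because FPKM multiplied by the gene's length fell on whole multiples of one step per library. Whole reads were found in all 12 libraries for 32956 gene IDs, 93.2% of those above 0, with the annotated exon length of the gene for 22427 of them and a length found from the values for 10529. Between 14298721 and 16548098 reads per library lay on genes. The median was 16419956 in adherent CAL27 cells, 15093822 in CAL27 MCTS, 16328997 in adherent HSC3 cells and 15210106 in HSC3 MCTS. The divisor in the authors' FPKM was 0.931 to 1.11 times the library's own total of reads on genes, and it followed a median-ratio scaling between the libraries to within 0.974 to 1.04 times. A gene listed at 0 allows up to 3 reads in a library, and such limits cover counting error only. For pairs of replicates of one group, the Pearson correlation of log2 values across genes was 0.965 to 0.990. Replicates of a group differed by 3.55 to 44.2 times the variance that read counting alone gives.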

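From the deposited values, log2(FPKM + 0.5) was compared by limma (a linear model with a trended empirical Bayes variance) in one fit of the 12 libraries with a mean for each of the 4 groups and 8 residual degrees of freedom. The 13765 genes with an FPKM of at least 1 in at least 3 libraries were tested. A gene was called at the paper's thresholds, an adjusted p-value (Benjamini-Hochberg) under 0.05 and a fold change of more than 1.5. All log2 fold changes are for MCTS against adherent cells. With 3 libraries against 3, an exact permutation test of one gene cannot give a two-sided p-value under 0.1 in one line, and over both lines together its smallest p-value is 0.005.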

We also performed transcriptome sequencing to explore global gene alterations after the MCTS process. We found a total of 4743 upregulated and 4412 downregulated genes in HSC3 MCTS and 5269 upregulated and 4578 downregulated genes in CAL27 cells. 

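At these thresholds, 3853 genes were upregulated and 3460 were downregulated in CAL27 MCTS among the 13765 tested, and 3831 were upregulated and 3498 were downregulated in HSC3 MCTS. The called genes were 53.1% of the tested genes in CAL27 and 53.2% in HSC3. Restricting the test to the 6942 genes with a mean FPKM of at least 5 moved the number of called genes most, to 3806 in CAL27 and 3867 in HSC3, while a fold change of more than 2 moved the number of downregulated genes most, to 1975 and 2057. Leaving out each library in turn gave 7175 to 7369 called genes in CAL27 and 7069 to 7561 in HSC3. Among protein-coding genes called the same way in both lines with a mean FPKM of at least 5, the largest mean increase was that of GDF15 (ENSG00000130513). Its FPKM rose from 1.07 ± 0.320 (SD, n = 3) to 138 ± 54.3 (SD, n = 3) in CAL27 and from 0.192 ± 0.0686 to 15.9 ± 1.74 in HSC3, with 4 to 9 reads per library in adherent HSC3 cells. Its log2 fold change was 6.41 in CAL27 and 4.57 in HSC3. NECTIN4 (4.36 and 5.90), KRT16 (2.55 and 7.48), SCD (4.70 and 4.72) and LCN2 (4.85 and 4.46) had the next largest log2 fold changes in CAL27 and HSC3. The largest mean decrease was that of FST (ENSG00000134363), from 141 ± 6.59 to 1.35 ± 0.481 FPKM in CAL27 and from 226 ± 9.66 to 3.32 ± 0.580 FPKM in HSC3, log2 fold changes of -6.29 and -5.90. It was followed by ANLN (-4.35 and -5.34), DLGAP5 (-4.74 and -4.82), RRM2 (-4.34 and -5.10) and MYBL2 (-4.07 and -5.36). RRM2 shares 20.2% of its exon length with other annotated genes. The adjusted p-values of these 10 genes, from limma's moderated test in each line, lay between 2.37e-11 and 3.13e-07.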

The KEGG pathway enrichment analysis (Figure 2E,F) shows that differential expressed genes were enriched in the cell cycle, DNA replication and cell senescence, suggesting a state of cell senescence.

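Lists of cell cycle, DNA replication and cellular senescence genes were written from general knowledge of these pathways and are not KEGG's own sets. Of the 117 cell cycle genes tested, 86 were called in CAL27 and 88 in HSC3, against 53.1% and 53.2% of all tested genes (odds ratios 2.46 and 2.68, one-sided Fisher's exact test, adjusted p = 2.49e-05 and 8.23e-06 over 11 lists and both lines). For DNA replication, 31 and 33 of 34 genes were called (odds ratios 9.15 and 29.1, Fisher's exact test, adjusted p = 1.50e-05 and 3.25e-07). Leaving out single libraries moved these odds ratios between 9.00 and 30.1 in CAL27 and between 13.2 and 31.4 in HSC3, always past the threshold. Among downregulated genes alone they moved between 22.3 and 49.1 and between 29.0 and 49.6. For cellular senescence, 79 and 75 of 128 genes were called (odds ratios 1.43 and 1.25), which did not pass the threshold by the same exact test (adjusted p = 0.0557 and 0.194). Adjusted over the list alone, the same numbers of members passed in each of these lists. With all 35353 genes above 0 in the background instead of the filtered genes, the odds ratios of the senescence list rose to 4.15 and 3.61, the largest shift of any alternative for this list. The genes added to the background were mostly not called, which raises the odds ratio of a list of expressed genes, so this rise says little of senescence. The senescence list passed in CAL27 with a pseudocount of 1 (odds ratio 1.54), and in 5 of the 6 fits that each left out one CAL27 library. Among downregulated genes alone, all 3 lists were enriched in both lines, with odds ratios of 4.51 and 4.95 for cell cycle, 22.5 and 47.4 for DNA replication and 1.68 and 1.44 for senescence, the last with adjusted p = 0.00650 and 0.0443 by Fisher's exact test. For senescence this was lost in both lines with a mean FPKM of at least 5 (1.25 and 1.11), quantile normalization (1.40 and 1.23) and GC and length correction (1.39 and 1.40), and in HSC3 also with median-ratio scaling (1.39), with protein-coding genes alone (1.25), without HSC3 adherent replicate 3 (1.31) and without HSC3 MCTS replicate 1 (1.42).

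**Figure D1:**
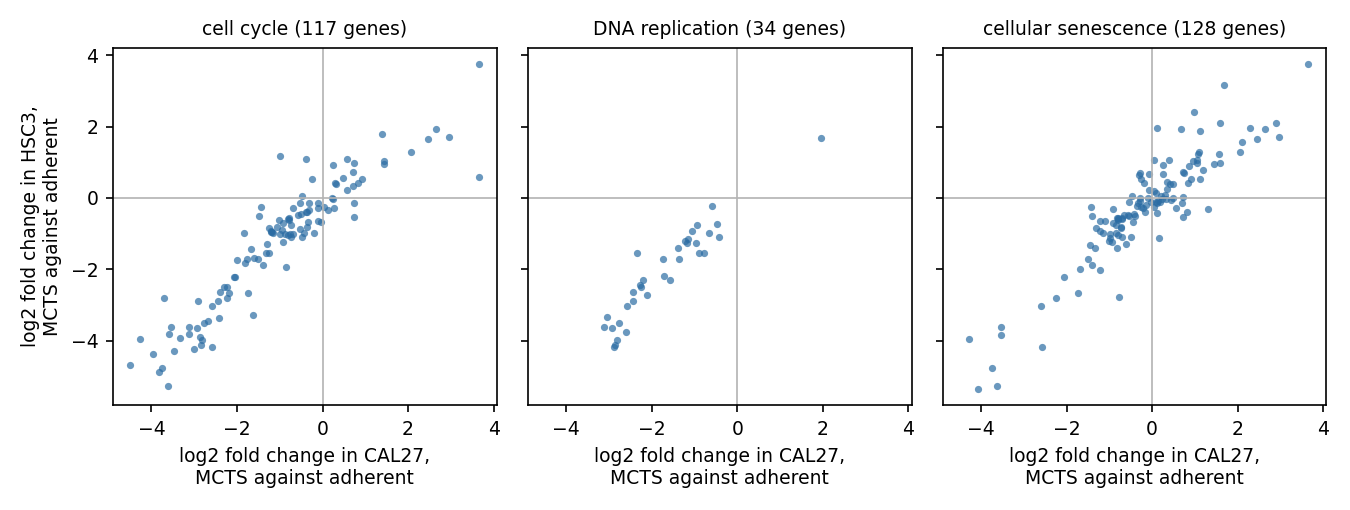
Log2 fold change of each gene in CAL27 (x axis) and HSC3 (y axis), MCTS against adherent cells, for the members of the cell cycle, DNA replication and cellular senescence lists. Each point is a gene; 86 of 117 cell cycle genes, 33 of 34 DNA replication genes and 62 of 128 senescence genes lie below 0 in both lines. After TPM scaling, the senescence median in CAL27 is 0.01.

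Counted by gene, 65 cell cycle genes were downregulated in both lines and 11 upregulated in both, against 30 and 1 for DNA replication and 39 and 25 for senescence. The median log2 fold change was -0.92 in CAL27 and -0.96 in HSC3 for cell cycle, -1.73 and -1.96 for DNA replication, and -0.18 in each line for senescence; the senescence median turned to 0.01 in CAL27 when each library was rescaled to the same sum (TPM), which moved the median of all genes in CAL27 from 0.03 to 0.23. The senescence list shares 36 of its tested genes with the cell cycle list, among them CDK1 (log2 fold changes -3.62 and -5.27) and the cell cycle inhibitor CDKN2B (3.66 and 3.76). CDKN2B rose from 1.67 ± 0.269 to 26.8 ± 2.26 FPKM in CAL27 and from 2.52 ± 0.522 to 40.0 ± 4.85 FPKM in HSC3 (SD, n = 3). CDKN2A rose as well (2.97 and 1.72). CDC20 fell by 4.49 and 4.67 on the log2 scale, MCM6 by 2.85 and 4.13 and RFC3 by 2.88 and 4.18, while POLD4 was the DNA replication gene that rose (1.96 and 1.69). POLD4 shares 21.3% of its exon length with other genes. RRAS, a member of the senescence list, rose by 2.89 and 2.11. From the enrichment of the changed genes in these pathways, the paper proposes a state of cell senescence.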

The Venn diagram shows that 19/109 metabolites were upregulated or downregulated in both HSC and CAL27 MCTS (Figure 2C), and 3116/3268 genes were upregulated or downregulated in these cells (Figure 2D). These metabolites and genes were selected for subsequent analysis.

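In the transcriptome, 2717 genes were upregulated in both lines and 2567 were downregulated in both, 5284 in all, where independent calls in the 2 lines would give 1952. The genes called the same way in HSC3 were 72.3% of the genes called in CAL27, and the genes called the same way in CAL27 were 72.1% of those called in HSC3. Another 28 genes were upregulated in CAL27 and downregulated in HSC3, and 48 were downregulated in CAL27 and upregulated in HSC3. All 76 of these also had a different change in the lines by limma's test of the interaction (adjusted p under 0.05). Across the tested genes, the log2 fold changes of the lines had a Pearson r of 0.792; genes are not independent replicates, so no p-value is given. Of the 1953 genes called in CAL27 alone, 989 had a different change in HSC3 by the interaction test, and of the 1969 called in HSC3 alone, 971 did. A fold change threshold of more than 2 moved the shared genes most, to 2886, and an adjusted p-value alone gave 7062. The numbers of genes called in opposite directions depended more on the processing, from 7 to 129 and from 15 to 148 over the alternatives.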

### 3.3. Integration of Metabolomic and Transcriptome Pathway Analysis

Pathview (https://pathview.uncc.edu/, accessed on 18 June 2023) [36] was used to display the metabolites and transcriptome data in KEGG pathway graphs. We mainly focused our analysis on the metabolic properties of energy production, macromolecular synthesis and redox control in cancers [37].

#### 3.3.1. Energy Production

Glucose metabolism is the main pathway by which tumor cells obtain energy. In glycolysis, we found that fructose 6-phosphate, glucose 6-phosphate and fructose 1,6-bisphosphate were upregulated in MCTS, while lactic acid was downregulated. 

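A list of glycolysis genes, written in the same way as the other pathway lists, had 40 tested genes. It shares 5 of them with the citrate cycle list and 6 with the fatty acid oxidation list, so its median is not that of glycolytic enzymes alone. In CAL27, 10 were upregulated and 18 were downregulated, and in HSC3 9 were upregulated and 15 were downregulated. When adjusted over the list alone, 28 genes passed in CAL27 and 24 in HSC3. The median log2 fold change was -0.52 in CAL27 and -0.09 in HSC3. By camera (a test of a list against the other genes, with a preset correlation between genes of 0.01, two-sided, adjusted over 24 lists and both lines), the list was lower in CAL27 (adjusted p = 0.0334), and its change was not significant in HSC3 (adjusted p = 0.385). The difference between the lines was past the threshold (median 0.28, camera adjusted p = 0.0250). It was no longer past it with TPM scaling (0.06), no filter on low values (0.03), quantile normalization (0.19) or a correlation estimated from the data. Exact permutation of the difference gave p = 0.095, but cannot decide here. Arrangements that keep the real split of one line place its whole response in the difference. The call in CAL27 was lost under quantile normalization and without CAL27 MCTS replicate 1, among other alternatives. Testing all genes above 0 moved the CAL27 median most, to -0.06. Of the camera calls for all 24 lists, 16 in CAL27 and 13 in HSC3, all held under fry, a rotation test. Fry does not compare a list with the other genes and called 21 lists in CAL27 and 22 in HSC3, so this adds little. With the correlation estimated from the data, 3 and 4 of the camera calls held: cell cycle and DNA replication in both lines, cholesterol biosynthesis in CAL27, and purine and one-carbon metabolism in HSC3. In an exact permutation test of the list's median over both lines together, relative to the median of all genes, glycolysis had p = 0.01 (adjusted p = 0.0150 over 24 lists).

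**Figure D2:**
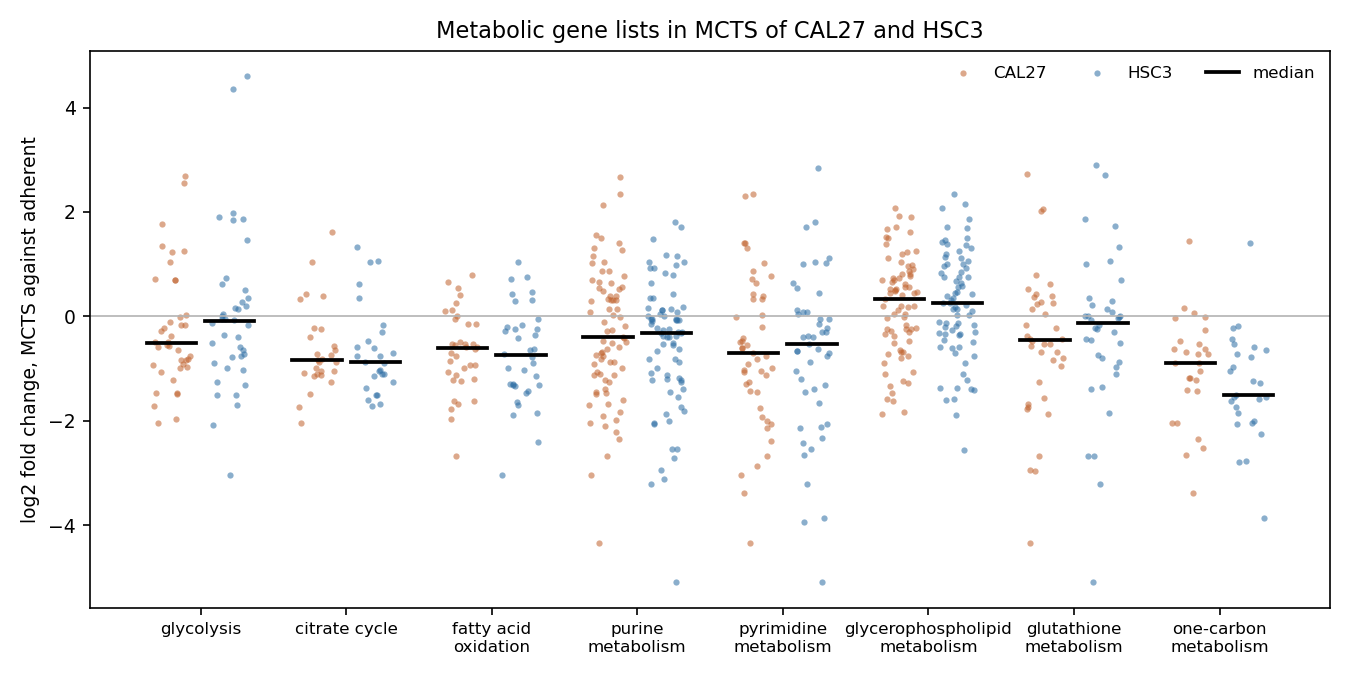
Log2 fold change (y axis) of the members of 8 metabolic gene lists (x axis) in CAL27 and HSC3, MCTS against adherent cells. Each point is a gene and each bar is the median of the list in one line; glycolysis members range from -3.03 to 4.60, and the medians of citrate cycle (-0.84 and -0.87) and one-carbon metabolism (-0.89 and -1.51) lie lowest.

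Gene by gene, 8 glycolysis genes were upregulated in both lines and 13 were downregulated in both. The largest increases were those of ENO2 (ENSG00000111674; log2 fold changes 2.68 and 4.60 in CAL27 and HSC3) and ALDH3B2 (1.35 and 4.35), and the largest decreases were those of ALDH1B1 (-1.97 and -3.03) and LDHB (-1.71 and -2.07). LDHB shares 33.4% of its exon length with other genes. ALDH3B2 and ALDH1B1 encode aldehyde dehydrogenases, which the list holds beside the glycolytic enzymes.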

Some genes involved in glycolysis were upregulated, whereas others were downregulated (Figure S1). The expression of *HK2*, a key enzyme for glycolysis, was significantly high. 

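HK2 (ENSG00000159399, chromosome 2) rose from 23.3 ± 1.0 to 38.0 ± 3.07 FPKM (SD, n = 3) in CAL27 and from 14.8 ± 1.68 to 55.4 ± 16.5 FPKM in HSC3. The log2 fold change was 0.69 in CAL27 (standard error 0.17, adjusted p = 0.00364 from limma) and 1.84 in HSC3 (standard error 0.17, adjusted p = 2.09e-06). Every MCTS library lay above every adherent library of its line (exact permutation test over both lines, p = 0.005, the smallest the design allows). Between 1200 and 7120 reads per library lay on the gene. Rescaling each library to the same sum moved the CAL27 value most, to 0.90. The increase was larger in HSC3 than in CAL27 (difference 1.14, adjusted p = 0.00528), except that this difference was no longer significant with the rescaling to the same sum (0.92).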

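For the citrate cycle, also known as the citric or tricarboxylic acid cycle, a list of 27 tested genes had 18 downregulated and 2 upregulated genes in CAL27 and 19 downregulated and 4 upregulated genes in HSC3. Adjusted over the list alone, 20 and 23 genes passed. The same 17 genes were downregulated in both lines, and 1, PC, was upregulated in both. The median log2 fold change was -0.84 in CAL27 (camera adjusted p = 0.000305) and -0.87 in HSC3 (adjusted p = 0.000331), and the exact permutation test over both lines gave p = 0.005. The largest decreases were those of DLD (ENSG00000091140), which encodes a subunit shared by the pyruvate and oxoglutarate dehydrogenases, and FH (ENSG00000091483), which encodes fumarate hydratase. DLD fell from 30.9 ± 0.658 to 7.20 ± 1.11 FPKM in CAL27 and from 20.3 ± 1.81 to 6.86 ± 1.06 FPKM in HSC3 (SD, n = 3), log2 fold changes of -2.04 and -1.51. FH fell by 1.74 and 1.72 on the log2 scale. PC, which encodes pyruvate carboxylase, rose by 1.61 and 1.04, but with a correction for GC content and gene length its change in HSC3 was 0.42, under the fold threshold.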

In the citric cycle, cis-aconitic acid and succinic acid were downregulated, and most genes in this pathway were also downregulated (Figure S1). Fatty acid oxidation (FAO) is another energy source for cancer cells. We found that carnitines (decanoylcarnitine, isovalerylcarnitine and hexanoylcarnitine) were upregulated in MCTS. 

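Of 36 tested genes in a list for fatty acid oxidation, 18 were downregulated and 2 were upregulated in CAL27, and 21 were downregulated and 2 were upregulated in HSC3. Adjusted over the list alone, 20 and 24 genes passed. Downregulation was shared by both lines for 16 genes, and 1, ACSL1 (log2 fold changes 0.80 and 1.04), was upregulated in both. The list had a median log2 fold change of -0.61 in CAL27 and -0.75 in HSC3 (camera adjusted p = 0.000119 in each line), and p = 0.005 in the exact permutation test over both lines. After a correction for GC content and gene length, the medians of this list and the citrate cycle list were all at or below -0.51. ALDH1B1 and CPT1A had the largest decreases.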

A marked decline in FAO-related genes was observed (Figure S1). 

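CPT1A (ENSG00000110090, chromosome 11) encodes the carnitine palmitoyltransferase of the liver type. Its FPKM was 20.1 ± 0.548 in adherent CAL27 cells and 2.75 ± 0.335 in CAL27 MCTS, and 23.1 ± 1.86 in adherent HSC3 cells and 3.95 ± 0.347 in HSC3 MCTS (SD, n = 3). The log2 fold change was -2.67 in CAL27 (standard error 0.10, adjusted p = 3.53e-09 from limma) and -2.41 in HSC3 (standard error 0.10, adjusted p = 4.14e-09). With each library left out in turn it stayed between -2.72 and -2.58 in CAL27 and between -2.47 and -2.35 in HSC3. The decrease did not differ significantly between the lines (difference 0.26, adjusted p = 0.208).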

*CPT1A*, the key enzyme of FAO, was also significantly downregulated in MCTS.

#### 3.3.2. Macromolecular Synthesis

Purines and pyrimidines are important building blocks for proliferating cells. We observed the significant downregulation of metabolites (guanine, adenosine, dTMP, UMP and others) and decreased expression levels of several enzymes involved in purine/pyrimidine metabolism (Figure S1). 

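For purine metabolism, 33 of 76 tested genes were downregulated and 17 upregulated in CAL27, and 29 were downregulated and 13 upregulated in HSC3. For pyrimidine metabolism, 26 of 47 tested genes were downregulated and 10 upregulated in CAL27, and 23 were downregulated and 8 upregulated in HSC3. Adjusted over each list alone, 50 and 42 purine genes and 36 and 31 pyrimidine genes passed. The lists share 24 tested genes. In both lines, 27 purine genes and 22 pyrimidine genes were downregulated, while 10 and 7 were upregulated. The median log2 fold change of the purine list was -0.40 in CAL27 (camera adjusted p = 0.0478) and -0.31 in HSC3 (adjusted p = 0.00631). Over the alternatives that kept all libraries, the median of this list ranged from -0.65 to -0.01 in CAL27 and from -0.54 to -0.05 in HSC3. Its call in CAL27 was close to the threshold and was lost with a pseudocount of 1, with the replicate number as a block and without HSC3 adherent replicate 1, among other alternatives. The pyrimidine list had medians of -0.71 and -0.53 (adjusted p = 0.00244 and 0.00322). Each list had p = 0.005 in the exact permutation test over both lines. RRM1 (ENSG00000167325), which encodes the large subunit of ribonucleotide reductase and belongs to both lists, fell from 77.7 ± 2.00 to 11.8 ± 1.74 FPKM in CAL27 and from 89.7 ± 18.1 to 9.33 ± 2.19 FPKM in HSC3 (SD, n = 3), log2 fold changes of -2.67 and -3.20. The largest decrease in both lists was that of RRM2, the small subunit of the same enzyme. TYMS, thymidylate synthase, fell by 3.38 and 3.86 on the log2 scale, though 46.6% of its exon length is shared with other genes. The largest increases common to both lines were those of the ectonucleotidases ENTPD2 (2.67 and 1.49) and ENTPD8 (2.34 and 1.70) and of thymidine phosphorylase TYMP (1.41 and 2.84). TYMP shares 20.7% of its exon length with other genes.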

Glycerophospholipids are involved in the composition of the cell membrane. In the present study, phosphoethanolamine was the most significantly elevated metabolite in CSCs, while lysophospholipids (lysophosphatidylethanolamine and lysophosphatidylcholine) were significantly downregulated in CSCs. 

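A list of 75 tested genes of glycerophospholipid metabolism had 27 upregulated and 17 downregulated genes in CAL27, and 28 upregulated and 15 downregulated genes in HSC3. A total of 44 and 43 genes passed when adjusted over the list alone. In both lines, 21 genes were upregulated and 11 were downregulated. As a whole the list did not move significantly by camera, with a median log2 fold change of 0.34 in CAL27 and 0.25 in HSC3 (adjusted p = 0.237 and 0.232). It was called by fry in both lines, as most lists were, and the exact permutation test over both lines gave p = 0.005. GPCPD1, which encodes a glycerophosphocholine phosphodiesterase, had the largest mean increase (2.07 and 2.15), followed by PLD3 (1.90 and 1.72). PTDSS1, the phosphatidylserine synthase, fell from 29.4 ± 0.415 to 7.89 ± 0.595 FPKM in CAL27 and from 31.7 ± 1.19 to 10.1 ± 0.424 FPKM in HSC3 (SD, n = 3). Its log2 fold change was -1.84 and -1.60, and that of AGPAT5 was -1.59 and -2.55.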

Pathway analysis showed that several enzymes related to glycerophospholipid synthesis/degradation were altered in MCTS (Figure S1).

#### 3.3.3. Redox Control and Other Pathways

The glutathione (GSH) system is an important cellular antioxidant defense mechanism. We found decreased levels of both GSH and oxidized GSH in CSCs. The expression of several related enzymes was found to be upregulated or downregulated in CSCs (Figure S1). 

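Among 38 tested genes of glutathione metabolism, 5 were upregulated and 15 were downregulated in CAL27, and 8 were upregulated and 12 were downregulated in HSC3. In each line, 20 genes passed when adjusted over the list alone. In both lines, 3 genes were upregulated and 11 were downregulated, and 1 was called in opposite directions. The list did not differ significantly between the lines (camera adjusted p = 0.165). The median log2 fold change was -0.45 in CAL27 (camera adjusted p = 0.0364) and -0.12 in HSC3 (adjusted p = 0.237). The call in CAL27 was lost under quantile normalization, with protein-coding genes alone and without CAL27 MCTS replicate 1. The exact permutation test over both lines gave p = 0.015 (adjusted p = 0.0212). The largest increase common to both lines was that of CHAC1 (ENSG00000128965), an enzyme that degrades glutathione, from 0.707 ± 0.134 to 7.46 ± 0.591 FPKM in CAL27 and from 1.04 ± 0.0981 to 5.09 ± 0.501 FPKM in HSC3 (SD, n = 3), log2 fold changes of 2.72 and 1.86. The largest decreases in the list were those of the ribonucleotide reductase subunits RRM2 and RRM1.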

*GPX4*, a key molecule for maintaining redox homeostasis, was upregulated. 

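GPX4 (ENSG00000167468, chromosome 19), a glutathione peroxidase that reduces lipid peroxides, rose from 42.4 ± 3.65 to 177 ± 47.5 FPKM (SD, n = 3) in CAL27 and from 61.6 ± 19.0 to 203 ± 36.3 FPKM in HSC3. The log2 fold change was 2.02 in CAL27 (standard error 0.22, adjusted p = 9.21e-06 from limma) and 1.74 in HSC3 (standard error 0.22, adjusted p = 2.97e-05). All MCTS libraries of a line were above its adherent libraries, which ranged from 38.2 to 83.5 FPKM over both lines. A correction for GC content and gene length lowered the values to 1.39 and 1.07, and the gene remained called in both lines.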

Besides the above-mentioned energy production, macromolecular synthesis and redox control pathways, there were also many altered metabolites involved in known or unknown related pathways, such as carbamoyl phosphate, 1-methylhistamine and adipic acid, among others.

### 3.4. Alteration of Metabolism Genes in Clinical Samples

The metabolic heterogeneity of cancer results from a complex set of factors [37]. Our cell line data may reflect these metabolic alterations by showing intrinsic molecular heterogeneity between CSCs and differentiated cancer cells. In vivo, however, CSCs reside in a complex tumor microenvironment that impacts tumor metabolism. Here, we conducted a single-cell transcriptomic sequencing analysis of clinical samples to characterize in vivo CSC metabolism.

In total, 25,531 cells were entered into the analysis. After data processing, 23 cell clusters were identified (Figure 3A), and 10 of these clusters were annotated as epithelial cells or keratinocytes. The data of these 10 clusters (including 14,484 cells) were extracted separately and subjected to repeat data processing and clustering. Finally, 16 clusters were identified (Figure 3B). In previous studies, *CD44*, *ALDH1A1*, *SOX2*, *NANOG* and *POU5F1* were regarded as CSC markers. Here, our violin plots showed that *SOX2* was mainly enriched in cluster 7 and that cluster 7 also had the highest *CD44* expression, indicating that cluster 7 was the CSC group (Figure 3C). We then regrouped the tumor cells into a CSC group (cluster 7) and a non-CSC group (other clusters). Finally, 864 genes were found to be differentially expressed in CSCs (Table S3). These genes underwent KEGG pathway enrichment analysis (Figure 3D).

Next, we focused on the following pathways: glycolysis, citrate cycle, fatty acid degradation, GSH metabolism and glycerophospholipid metabolism. The result suggested active glycolysis, GSH and glycerophospholipid metabolism (Figure S2), while few genes in the citrate cycle or fatty acid degradation pathway were detected. Thirteen common differentially expressed genes were identified in these pathways. Nine of them (*ENO2*, *HK2*, *GPI*, *GPX3*, *GPX4*, *ODC1*, *GPCPD1*, *PLD1* and *PLPP2*) showed consistent tendencies in both the cell lines and clinical samples. 

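The 9 genes were measured in the same 12 libraries. ENO2 rose from 9.17 ± 0.695 to 61.7 ± 6.86 FPKM (SD, n = 3) in CAL27 and from 1.03 ± 0.0640 to 36.9 ± 6.48 FPKM in HSC3, log2 fold changes of 2.68 and 4.60 (standard error 0.13 in each line, adjusted p = 1.20e-08 and 3.97e-10 from limma). The increase was larger in HSC3 (difference 1.92, adjusted p = 2.68e-05). GPI rose from 46.1 ± 1.68 to 76.1 ± 9.62 FPKM in CAL27 and from 17.1 ± 3.04 to 65.2 ± 11.0 FPKM in HSC3, with log2 fold changes of 0.71 and 1.90, which also differed (difference 1.19, adjusted p = 0.00207). Its change in CAL27 was under the fold threshold after a correction for GC content and gene length (0.48). ODC1 fell from 67.3 ± 2.35 to 8.26 ± 0.426 FPKM in CAL27 and from 74.1 ± 3.31 to 38.0 ± 6.26 FPKM in HSC3, with log2 fold changes of -2.95 and -0.97 and a difference between the lines of 1.99 (adjusted p = 8.98e-06). GPX3 was low, at 2.00 ± 0.182 and 2.29 ± 0.0783 FPKM in adherent CAL27 and HSC3 cells and 0.292 ± 0.163 and 0.588 ± 0.0637 FPKM in MCTS. It had 9 to 26 reads per library in CAL27 MCTS and 25 to 34 in HSC3 MCTS, and its log2 fold changes were -1.67 and -1.36. PLD1 rose from 0.764 ± 0.0211 to 3.41 ± 0.627 FPKM and from 0.575 ± 0.0902 to 2.06 ± 0.326 FPKM (log2 fold changes 1.62 and 1.25). PLPP2 rose from 5.61 ± 0.0539 to 14.3 ± 4.02 FPKM and from 7.94 ± 2.00 to 21.5 ± 4.38 FPKM (1.25 and 1.39). HK2, GPX4 and GPCPD1 were upregulated in both lines with the values given above for each. Each of the 9 genes had MCTS and adherent libraries that did not overlap in either line, and p = 0.005 in the exact permutation test over both lines. Their adjusted p-values from limma lay between 3.97e-10 and 0.00364. The paper picked these genes for a change in both the cell lines and the clinical samples. The separation of the libraries is therefore not an independent test, and the chance rate of 10% of genes per line does not apply to genes picked this way.

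**Figure D3:**
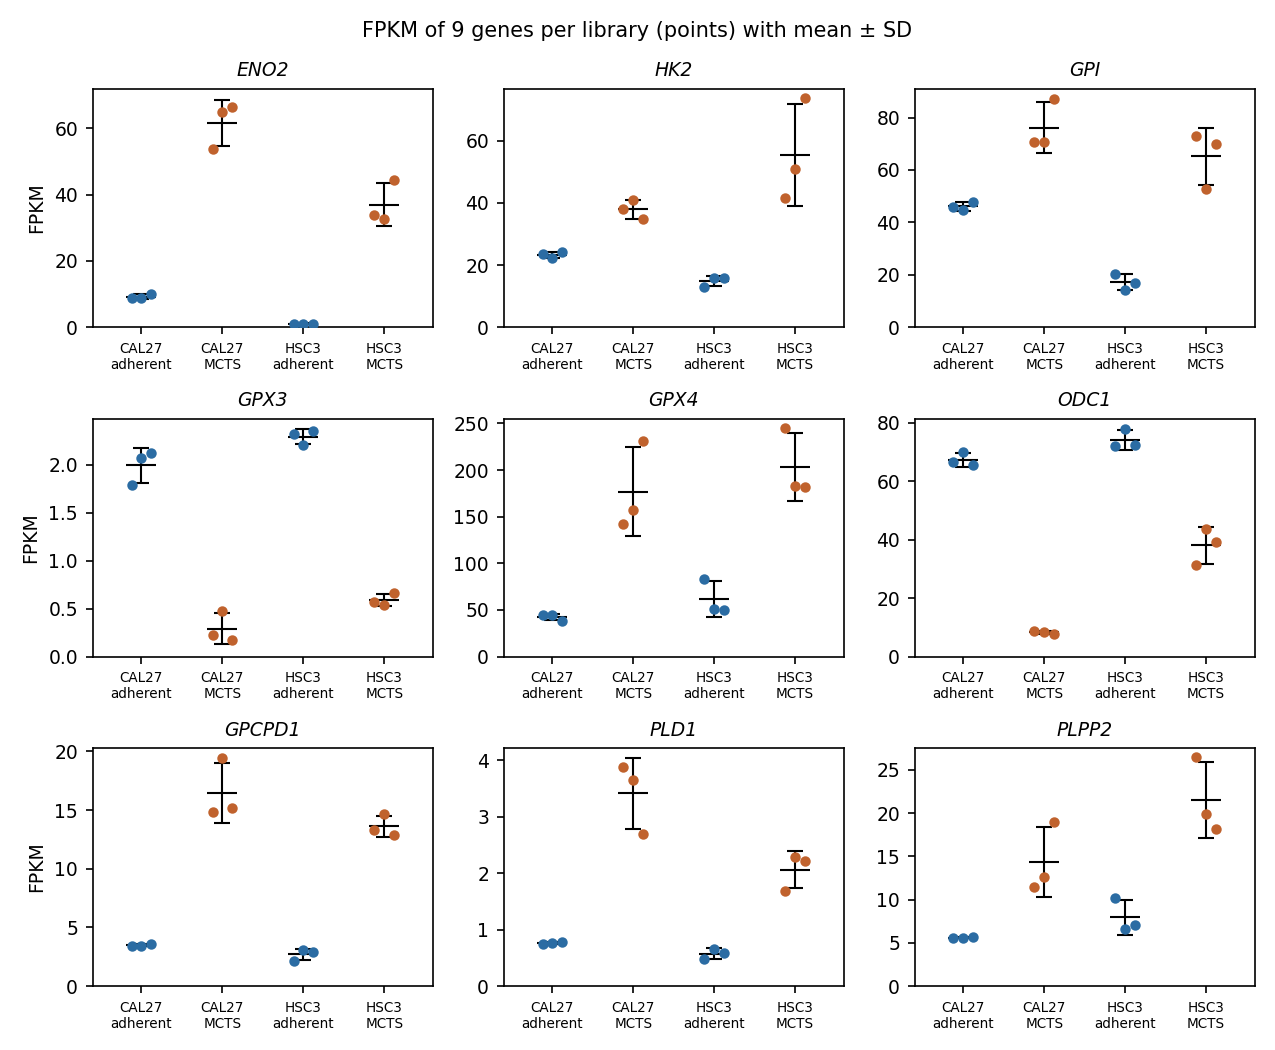
FPKM (y axis) of the 9 genes in each library of the 4 groups (x axis). Points are libraries and lines are the mean ± SD of 3; in both lines every MCTS library lies above every adherent library for 7 genes, and below for GPX3 and ODC1.

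In the clinical samples, the paper's Table S3, of which the copy used here holds 863 of 864 genes, gives average log2 fold changes in CSCs of 0.67 for ENO2, 0.96 for HK2, 1.34 for GPI, -0.83 for GPX3, 1.50 for GPX4, -0.93 for ODC1, 1.41 for GPCPD1, 0.68 for PLD1 and 1.29 for PLPP2. These are the paper's values, and each has the sign found in both cell lines, which is how the paper picked the genes.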

Because the metabolic phenotype of CSCs may have prognostic value, we performed a survival analysis of these nine genes. The result showed that *ENO2* had prognostic value; the median survival time for patients with higher *ENO2* expression is 50.1 months (31.5–68.7 months), compared to 65.7 months (34.6–96.8 months) in those with lower *ENO2* expression (Figure 3E).

## 4. Discussion

Divergent metabolic phenotypes reflect the molecular heterogeneity of cancer cells and inconsistencies in the microenvironment. Greater knowledge of the heterogeneous metabolic nature of cancer can enable the specific targeting of subclones in a single tumor. To our knowledge, this is the first metabolomics study to characterize CSC metabolism in oral cancer. Metabolomics is routinely applied as a tool for biomarker discovery. With the recent advances in metabolomics technology and bioinformatic tools, metabolomics can not only establish correlations between altered metabolites and particular cell/disease phenotypes but can also help us understand the role of these metabolic alterations in phenotypic outcomes and thus guide novel therapy [38,39]. The use of a multilayered omics strategy, such as the integration of metabolomics with transcriptomics or proteomics, can help to determine the relationships between gene/protein expression and metabolites, as well as the balance between metabolite production and consumption [40]. In the present study, we used an integrated metabolomics/transcriptomics approach to explore the metabolic heterogeneity between CSCs and normal oral cancer cells, and our results showed a comprehensive stemness-related metabolic phenotype.

During the past few decades, the metabolic phenotype of CSCs has been a subject of in-depth research. Most studies to date have focused on the energy metabolism of CSCs. With respect to glucose metabolism, CSCs have been described as glycolytic or reliant on oxidative phosphorylation in a tumor type-dependent manner [18,41,42]. With respect to lipid metabolism, some studies have suggested that CSCs rely on FAO because the inhibition of FAO can reduce the number of CSCs in patients with leukemia and liver cancer [43,44]. In the present study, CSCs showed a decrease in metabolites and genes in the citric acid cycle, along with the overexpression of several glycolytic genes. This suggests that oral CSCs rely more on glycolytic than oxidative phosphorylation, which is similar to another type of head and neck cancer: nasopharyngeal cancer [45,46]. Our results also suggest decreased FAO activity in oral cancer CSCs, indicating that CSCs obtain less energy from fatty acids than differentiated cancer cells do.

Studies of CSC metabolism focusing on topics beyond energy metabolism are rare. Here, we found decreased GSH and oxidized GSH but upregulated *GPX4* expression in MCTS. We believe that the CSCs reached redox homeostasis with lower GSH levels because of reduced mitochondrial metabolism; however, the antioxidant capacity was still sufficient to overcome potential oxidative stress. 

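The transcriptome had 27 tested genes of one-carbon metabolism, of which 19 were downregulated and 1 upregulated in CAL27, and 22 were downregulated and 1 upregulated in HSC3. Adjusted over the list alone, 20 and 23 genes passed. The list had 17 genes downregulated in both lines and a median log2 fold change of -0.89 in CAL27 and -1.51 in HSC3 (camera adjusted p = 1.08e-05 and 6.10e-08, exact permutation test over both lines p = 0.005). Thymidylate synthase had the largest mean decrease in the list.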

Some anabolism pathways are also downregulated in CSCs, such as purine/pyrimidine metabolism and one-carbon metabolism, which may explain the weak proliferative characteristics of CSCs (CSC senescence) [47,48]. In addition, we found that some metabolism pathways or metabolites were significantly altered in MCTS (e.g., glycerophospholipid metabolism). These metabolites are rarely studied in cancers. Determining whether these alterations have any effect on the properties of CSCs requires further validation in experimental models.

According to a review by Heiden [9], the reprogrammed metabolic activities of cancer can be classified as transforming activities, enabling activities and neutral activities. The author suggested that transforming and enabling metabolic activities are therapeutic targets, whereas neutral metabolic activities may act as diagnostic or predictive biomarkers. Most existing and investigational metabolic therapies work against enabling metabolic activities, which support the survival, proliferation and progression of cancers (e.g., drugs targeting glycolysis, glutamine metabolism or nucleic acid synthesis) [49,50]. Based on our data, we believe that oral CSCs are not only in a state of senescence but are also metabolically inactive compared with differentiated cancer cells. This state may allow CSCs to resist the metabolic therapeutic strategies currently used for highly proliferative tumors. Other metabolic strategies should be explored to overcome the relapse/metastasis caused by CSCs.

A thorough understanding of the metabolic reprogramming of oral CSCs is an important step to developing better therapeutic strategies against this therapy-resistant cell population. However, there is still a large gap between obtaining metabolomics results and developing novel treatments. In some cases, altered metabolism may result in unique metabolic dependencies. Identifying the metabolic vulnerabilities of CSCs by experimental models may aid the development of strategies that inhibit or eliminate CSCs. Additionally, some metabolites or enzymes may participate in cellular signaling and affect cell functions or phenotypes, as well as play a role in metabolic reactions [50,51,52]. If metabolites or metabolic enzymes are found to participate in the cell signaling involved in stemness, the opportunity to induce the differentiation of CSCs (also called differentiation therapy) will arise. Combining differentiation therapy with conventional chemotherapy or radiotherapy may improve the effects of clinical therapy.

This study had some limitations. First, metabolite identification was incomplete due to limitations with the library, experimental sensitivity and metabolite extraction. Humans are estimated to have > 1 million metabolites [7,49]. Many metabolites are not identified in metabolomics studies because their concentrations are too low or they do not exist in the annotation library. The second limitation is that although our transcriptome sequencing reflects the mRNA expression of metabolic genes, metabolite levels are non-linearly dependent on enzyme abundance [40], and metabolic activity may also be regulated by other mechanisms (e.g., allosteric regulation). Therefore, the metabolic properties of CSCs may be more complex than indicated by the metabolomic/transcriptome results. Third, we used two OSCC cell lines in our experiment, while the results would be more reliable if more cell lines were used. Fourth, assessing the metabolic phenotypes of in vivo CSCs in their native microenvironment remains challenging because of limitations in isolating them and assessing their metabolism at the single-cell level. Our scRNA sequencing analysis is only the first step. Further progress in metabolic research technology may help us better understand the heterogeneity of cancer cells.

## 5. Conclusions

For the first time, we characterize comprehensive CSC metabolism in oral cancer. CSCs showed a state of senescence but are also metabolically inactive compared with differentiated cancer cells. Oral CSCs may resist current metabolic therapeutic strategies.

## Figures and Tables

**Figure 1:**
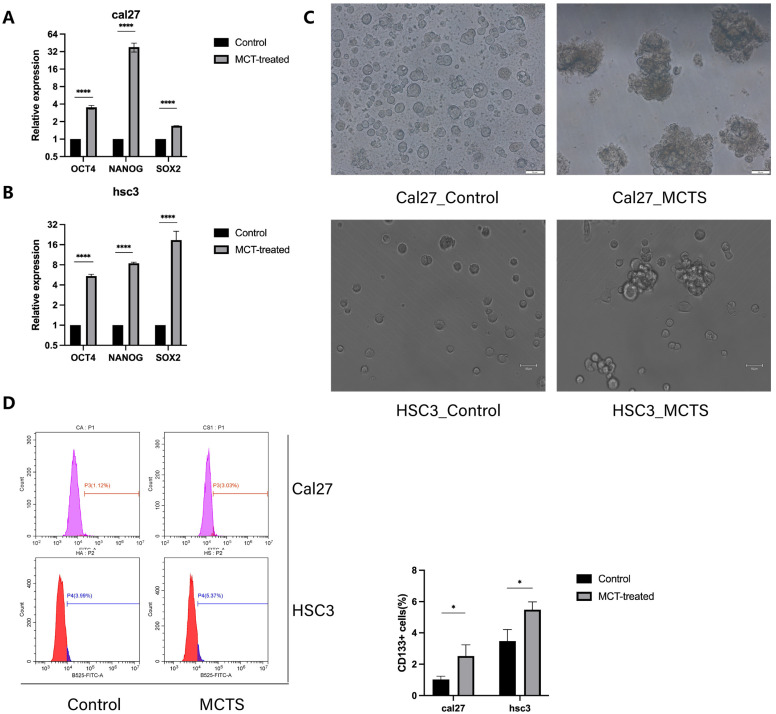
MCTs increase the stemness of tumor cells. (**A**,**B**) Relative mRNA levels of the stemness-related gene, as determined by qRT-PCR. Data are given as relative expression levels (n = 3, **** *p* < 0.0001, *t*-test) (**C**) Sphere formation assay of control- and MCT-treated cells in cal27 and hsc3 (n = 3). (**D**) FACS strategy for sorting CD133+ cells and the percentage of CD133+ cells (n = 3, * *p* < 0.05, *t*-test).

**Figure 2:**
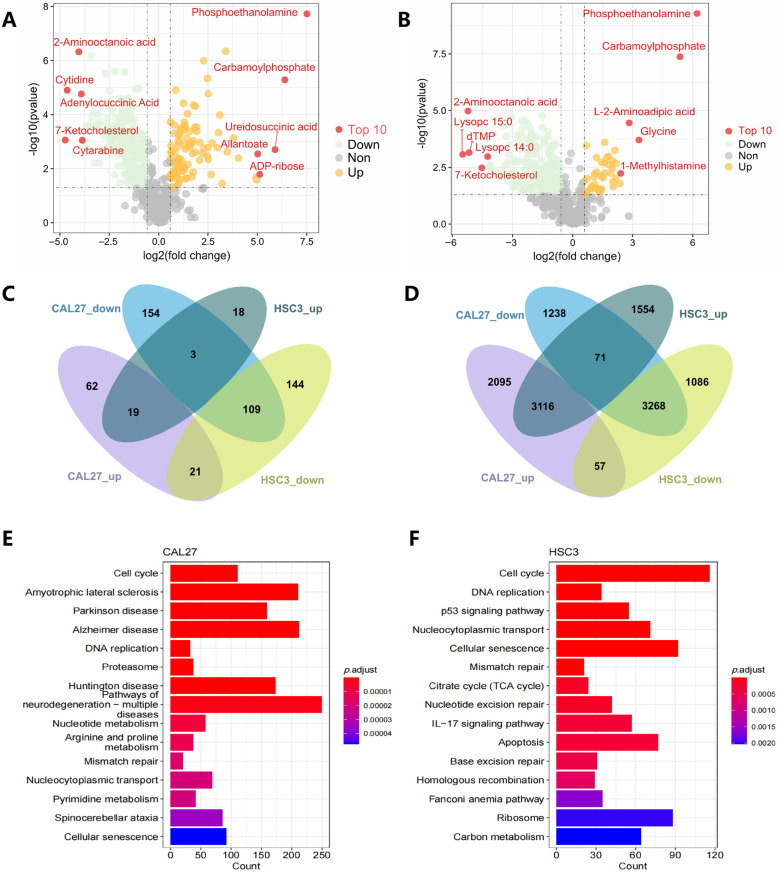
(**A**,**B**), Volcano plots of differential metabolites between the control and MCTS, in CAL27 (**A**) and HSC3 (**B**). The yellow point, green point and grey point indicate the metabolites that were significantly upregulated, significantly downregulated and non-significantly different, respectively. The top ten metabolites with the greatest difference in expression between the control and MCTS are annotated in a red color. (**C**,**D**) Venn diagrams show the number of metabolites (**C**) and genes (**D**) that are significantly increased or decreased in CAL27 and HSC3 cells. (**E**,**F**) KEGG pathway enrichment of differentiated expressed genes between the control and MCTS in CAL27 (**E**) and HSC3 (**F**).

**Figure 3:**
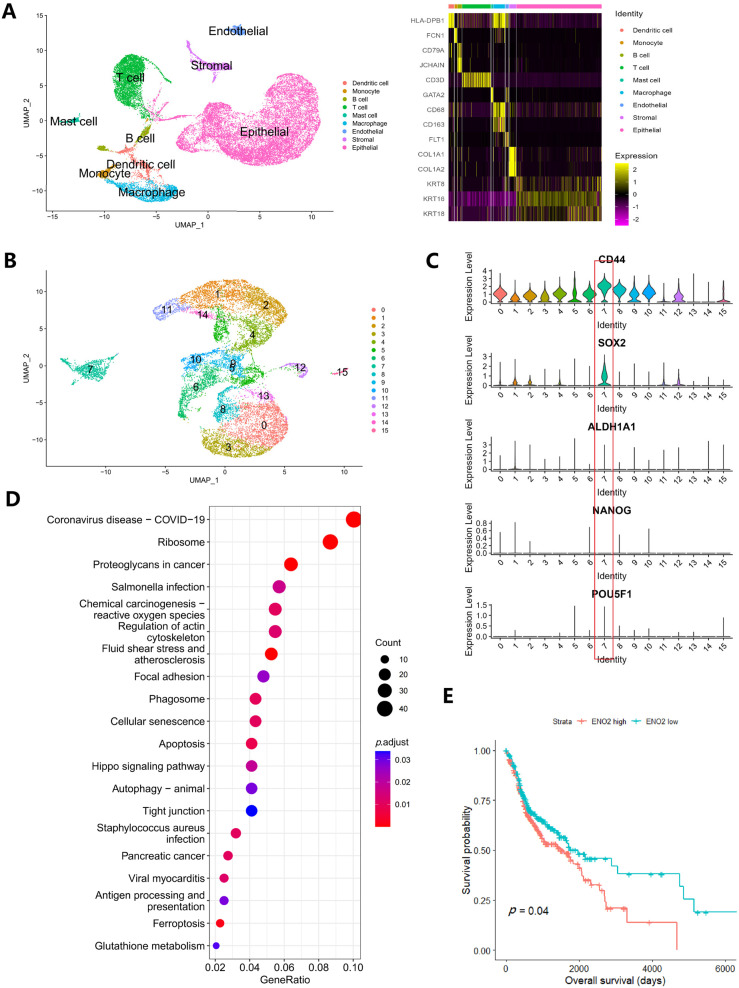
(**A**) UMAP of 25,531 cells in oral cancer and heatmap for marker genes for each cell group; (**B**) UMAP of 14,484 cancer cells revealed 16 clusters, and violin plots of CSC markers (**C**) suggest highest expression of CD44, SOX2 in cluster 7; (**D**) KEGG pathway enrichment of differentiated expressed genes in the CSC cluster; (**E**) Survival analysis revealed that high ENO2 expression is associated with poor survival.

## Data Availability

Transcriptome data were uploaded to the Gene Expression Omnibus database (accession number GSE228899). For scRNA-seq, publicly available datasets were analyzed in this study. These data can be found in (GSE172577). Other data are available in supplementary files. The software code created for single-cell RNA sequencing analysis can be obtained at: https://github.com/Lyu9999/cancers_CSC_metabolic_scRNA.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers16020237/s1, Figure S1: Integrated metabolites and transcriptome analysis by Pathview; Figure S2: KEGG pathway analysis of ScRNA-seq data for certain metabolic pathways; Table S1: Detail of samples for metabolomics, transcriptome and single-cell RNA sequencing Analysis; Table S2: The metabolomics results; Table S3: Differentiated expressed genes between CSC and non-CSC revealed by scRNA-seq; Method S1: Procedure of transcriptome sequencing; Method S2: Procedure of quasi-targeted metabolomics.

# Supplementary material for: Metabolomics, Transcriptome and Single-Cell RNA Sequencing Analysis of the Metabolic Heterogeneity between Oral Cancer Stem Cells and Differentiated Cancer Cells
**Source:** Cancers (Basel). 2024 Jan 5;16(2):237. doi: 10.3390/cancers16020237
**Supplement:** Supplementary file 1

S.figure Glycolysis pathway (from integrated Metabolomics & transcriptome data )

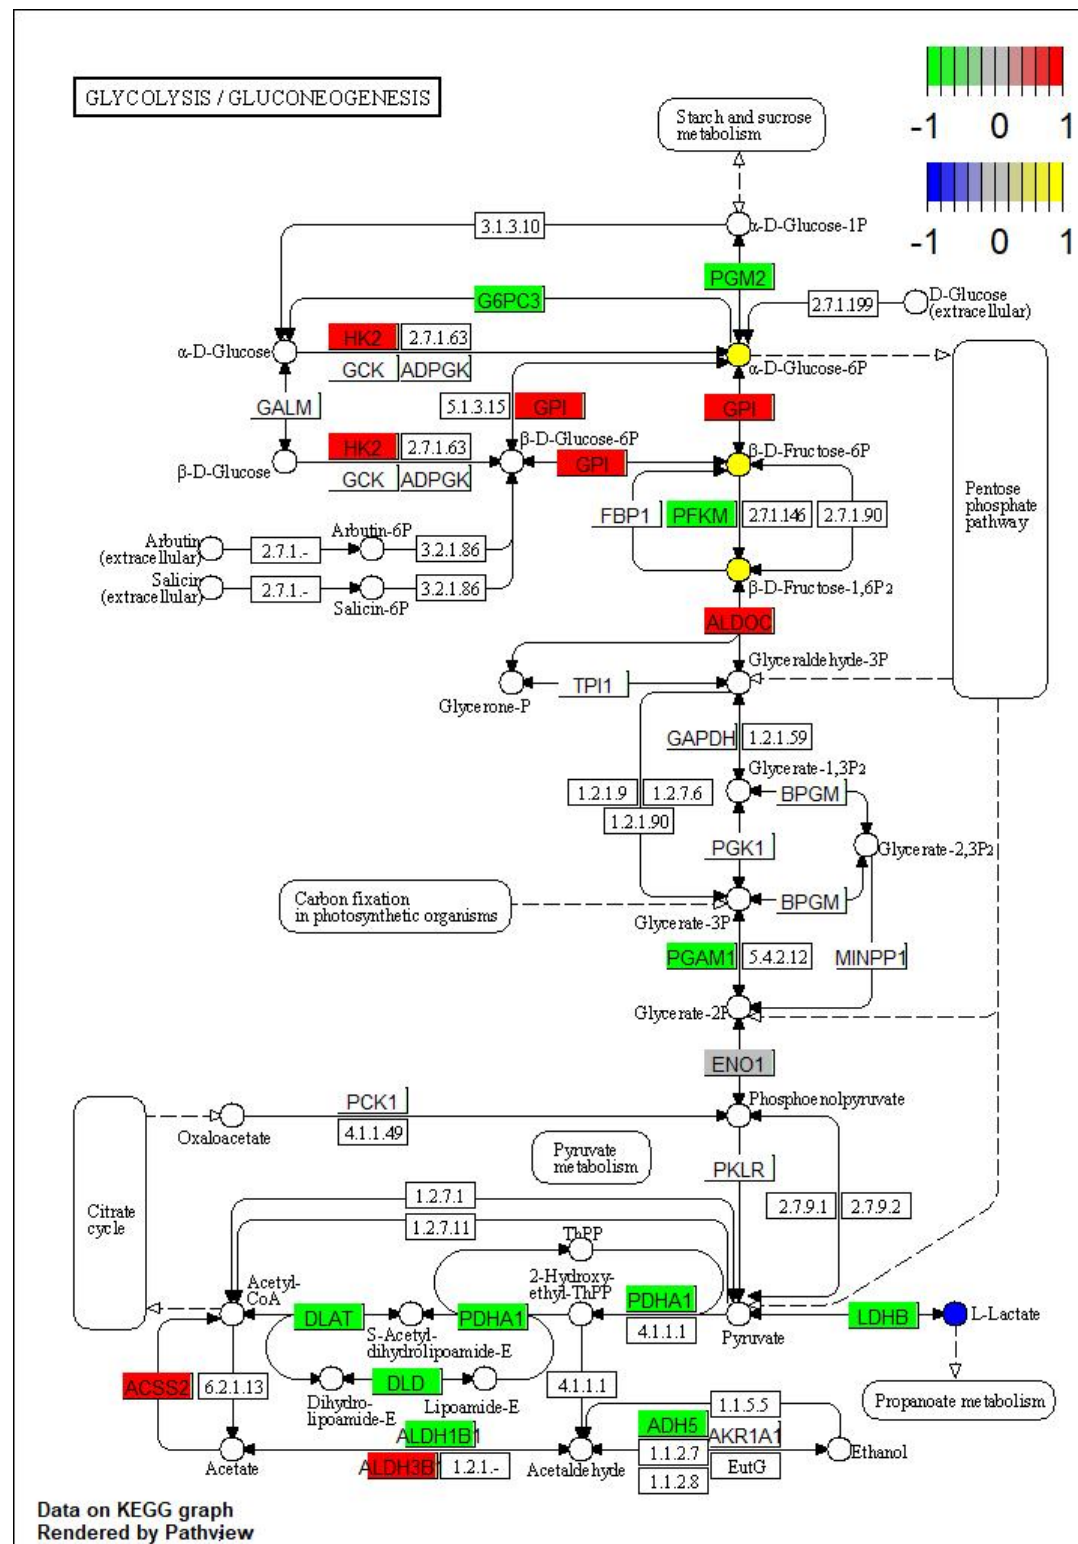

Figure: Transcription/metabolic joint analysis by Pathview revealed alterations of Glycolysis pathway in OSCC cell lines (MCTS-treated). The red box showed up-regulated genes, green box showed down-regulated genes. The yellow cycle showed up-regulated metabolites, and blue cycle showed down-regulated metabolites.

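The supplementary figure draws a box for each enzyme of the map, and a box can stand for several genes, so the symbol printed in it may not be the gene that set its color. Of the genes named in red boxes of the glycolysis map, 5 of 5 were upregulated in both cell lines in the deposited data, with the largest mean increases in ALDOC (2.55 and 1.86 on the log2 scale in CAL27 and HSC3) and ACSS2 (1.77 and 1.47). ALDOC shares 10.1% of its exon length with other genes. Of the genes in green boxes, 9 of 10 were downregulated in both lines. The exception was PGM2, which was downregulated in CAL27 (-1.47) and under the fold threshold in HSC3 (-0.52). It was past the fold threshold in HSC3 without HSC3 adherent replicate 1 (-0.64), and its HSC3 value turned to 0.05 after a correction for GC content and gene length.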

S.figure Citrate cycle (from integrated Metabolomics & transcriptome data )

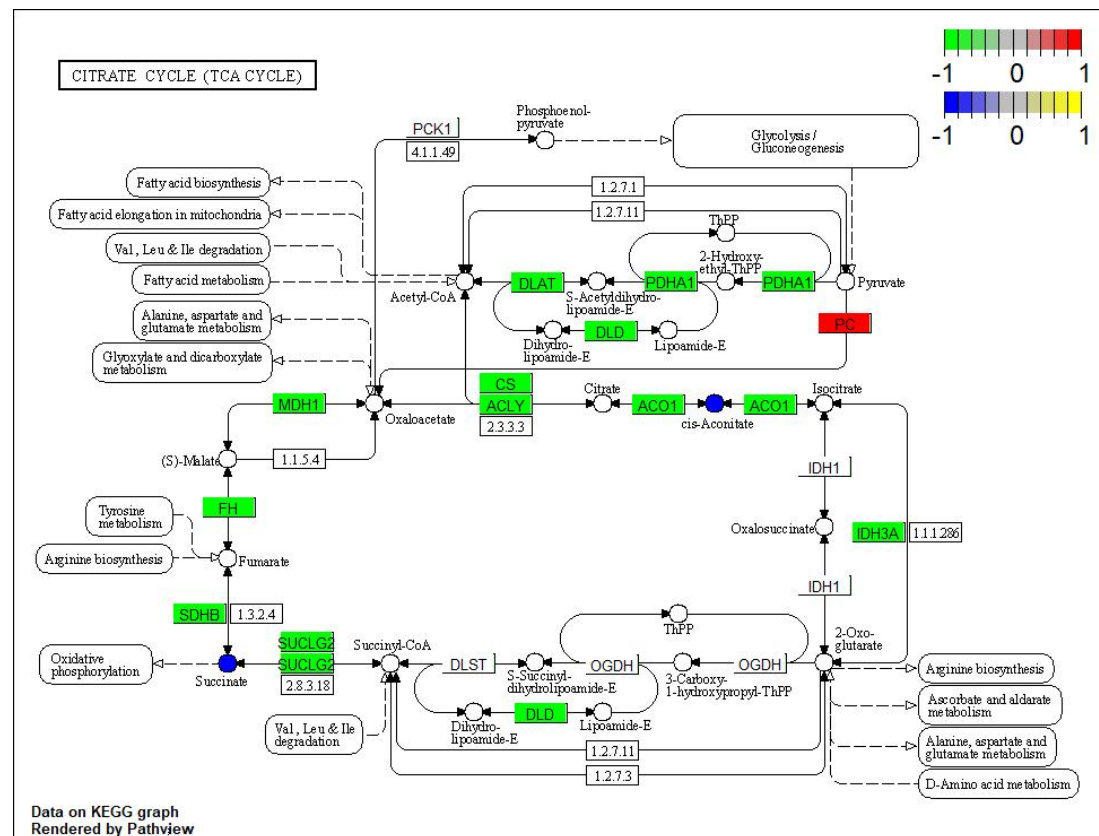

Figure: Transcription/metabolic joint analysis by Pathview revealed alterations of Citrate cycle in OSCC cell lines (MCTS-treated). The red box showed up-regulated genes, green box showed down-regulated genes. The yellow cycle showed up-regulated metabolites, and blue cycle showed down-regulated metabolites.

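In the citrate cycle map, the 11 genes named in green boxes were downregulated in both lines, with log2 fold changes whose means over both lines were lowest for DLD and FH. The gene in the red box, PC, was upregulated in both.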

[illegible]

**S.figure Purine metabolism (from integrated Metabolomics & transcriptome data )**

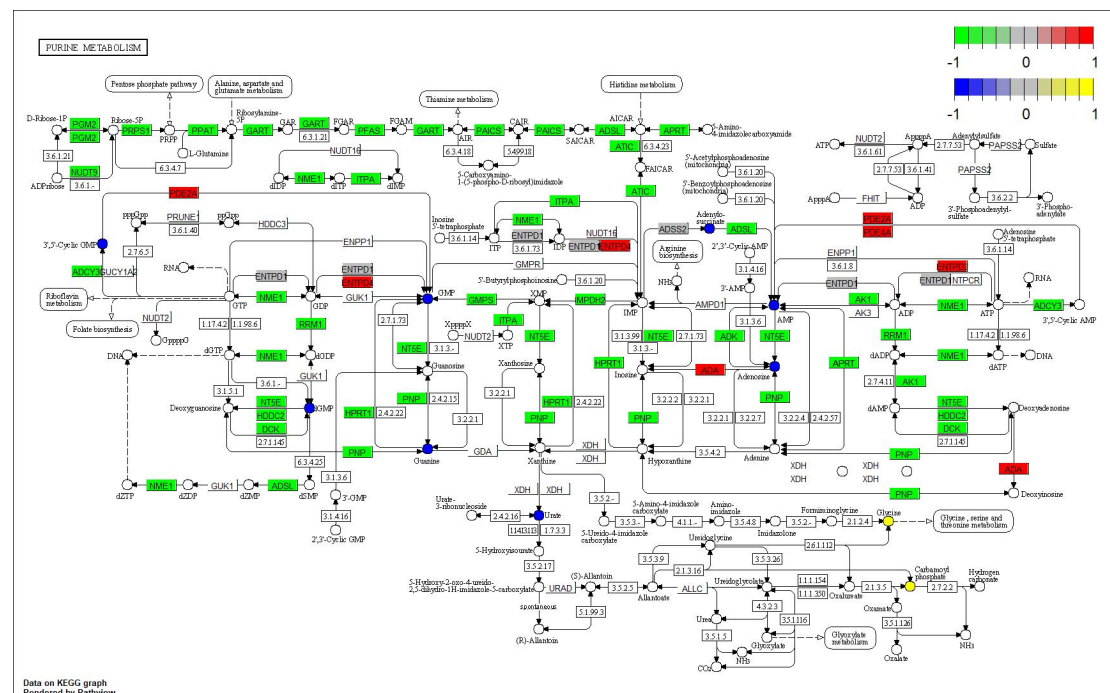

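The purine map of the supplement names 4 genes in red boxes, and all 4 were upregulated in both cell lines. PDE4A (2.13 in CAL27 and 1.05 in HSC3) and PDE2A (1.56 and 1.18) had the largest mean log2 fold changes; PDE4A in HSC3 was under the fold threshold after a correction for GC content and gene length (0.56). PDE2A had a low FPKM, 0.0911 ± 0.0349 in adherent CAL27 cells and 1.24 ± 0.0635 in CAL27 MCTS (SD, n = 3). Of the 22 tested genes in green boxes, 18 were downregulated in both lines. PGM2 and NUDT9 (-0.87 and -0.53) were downregulated in CAL27 and under the fold threshold in HSC3. IMPDH2 (-0.58 and -1.54) was downregulated in HSC3 and just under the fold threshold in CAL27. For IMPDH2 the change also differed between the lines, and for NUDT9 it did not. IMPDH2 and NUDT9 each passed in the other line in at least 1 fit that left out a library. After GC and length correction NUDT9 was called in neither line, with -0.40 in CAL27. Its difference between the lines then passed the threshold (0.40), though not with the replicate block added. AK1 (0.86 and 0.83) was upregulated in both lines. AK1 shares 33.5% of its exon length with other genes, and its increase was under the fold threshold after a correction for GC content and gene length. ADSL, with 18.9% of its exon length shared, was below the filter on low values. NME1 had one of the largest decreases (-3.04 and -2.55), but 18.6% of its exon length is shared with other genes.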

Figure: Transcription/metabolic joint analysis by Pathview revealed alterations of Purine metabolism in OSCC cell lines (MCTS-treated). The red box showed up-regulated genes, green box showed down-regulated genes. The yellow cycle showed up-regulated metabolites, and blue cycle showed down-regulated metabolites.

**S.figure Pyrimidine metabolism (from integrated Metabolomics & transcriptome data )**

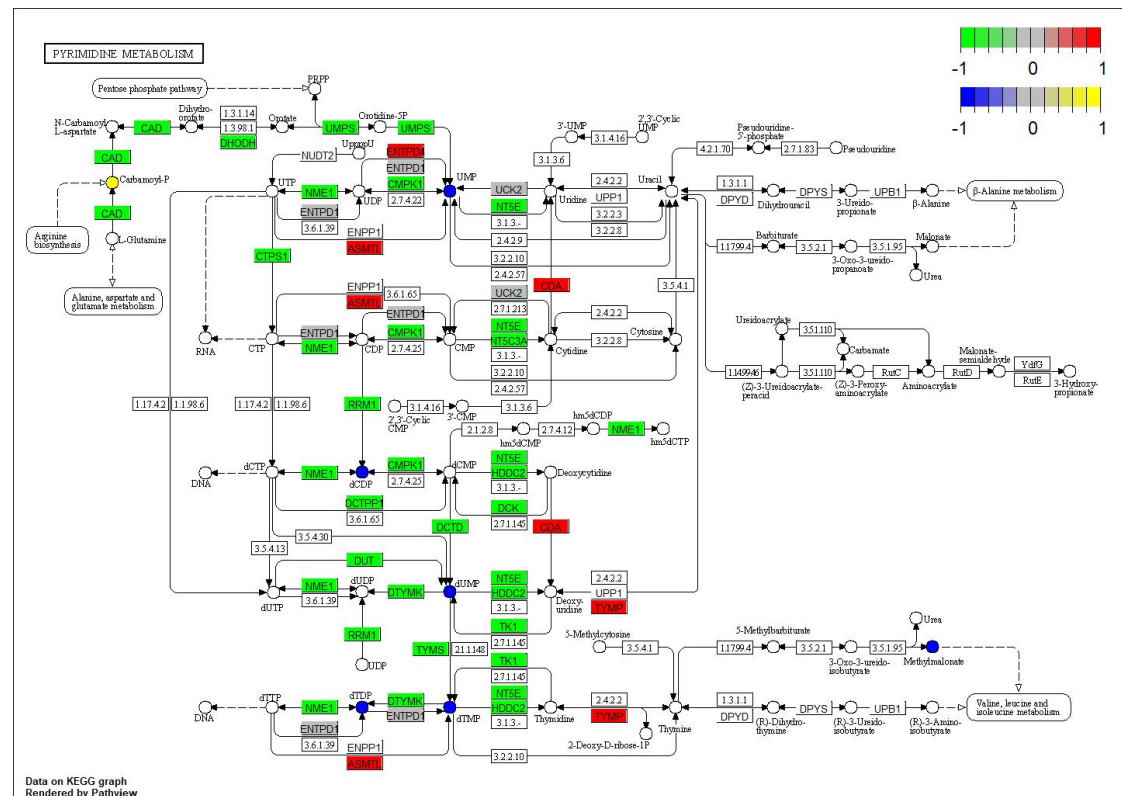

Figure: Transcription/metabolic joint analysis by Pathview revealed alterations of Pyrimidine metabolism in OSCC cell lines (MCTS-treated). The red box showed up-regulated genes, green box showed down-regulated genes. The yellow circle showed up-regulated metabolites, and blue circle showed down-regulated metabolites.

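For pyrimidine metabolism, 4 of 4 genes in red boxes were upregulated in both cell lines, among them CDA (2.30 and 1.03 on the log2 scale). CDA rose from 24.6 ± 2.29 to 124 ± 18.1 FPKM in CAL27 and from 35.4 ± 7.62 to 72.8 ± 14.9 FPKM in HSC3 (SD, n = 3). Its increase in HSC3 was under the fold threshold after a correction for GC content and gene length (0.49). Of the genes in green boxes, 16 of 17 were downregulated in both lines, among them TK1, thymidine kinase (-2.39 and -3.94). DCTD was downregulated in CAL27 (-1.04) and under the fold threshold in HSC3 (-0.53). Without HSC3 adherent replicate 2, DCTD was called in HSC3 as well (-0.59).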

[illegible]

Figure: Transcription/metabolic joint analysis by Pathview revealed alterations of Glutathione metabolism in OSCC cell lines (MCTS-treated). The red box showed up-regulated genes, green box showed down-regulated genes. The yellow cycle showed up-regulated metabolites, and blue cycle showed down-regulated metabolites.

**S.figure Glycerophospholipid metabolism (from integrated Metabolomics & transcriptome data )**

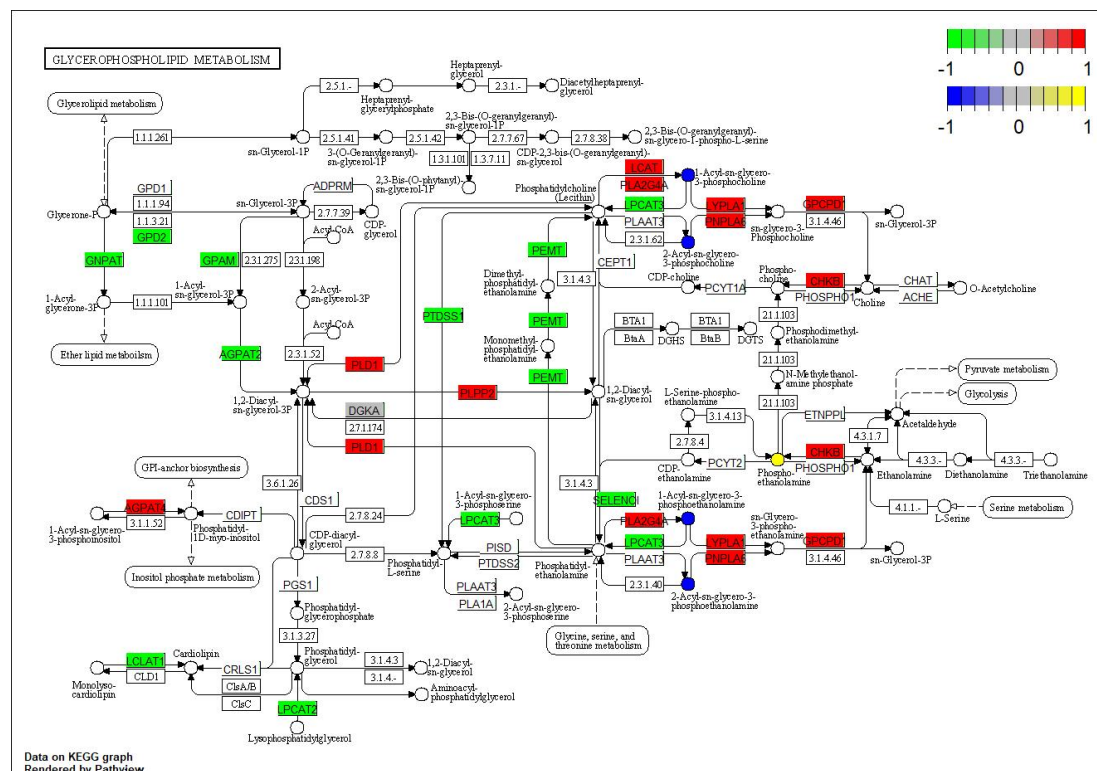

Figure: Transcription/metabolic joint analysis by Pathview revealed alterations of Glycerophospholipid metabolism in OSCC cell lines (MCTS-treated). The red box showed up-regulated genes, green box showed down-regulated genes. The yellow cycle showed up-regulated metabolites, and blue cycle showed down-regulated metabolites.

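In the glycerophospholipid map, 6 of the 8 tested genes named in red boxes were upregulated in both cell lines. PLA2G4A (-0.67 in CAL27 and -1.88 in HSC3) and LYPLA1 (-1.11 and -1.37) were downregulated in both. The call of PLA2G4A in CAL27 was lost with TPM scaling (-0.56), with a correction for GC content and gene length (-0.21) and without CAL27 MCTS replicate 2 (-0.51). CHKB, with 72.5% of its exon length shared with other genes, was below the filter on low values. Of the 10 genes in green boxes, 8 were downregulated in both lines. LPCAT2 was called in HSC3 alone (-0.52 in CAL27 and -1.22 in HSC3). AGPAT2 was upregulated in both lines (0.96 and 0.93), an increase that shrank to 0.08 and 0.05 after a correction for GC content and gene length. GPD2 (-1.87 and -1.39) was among the genes with the largest decreases.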

# Supplementary material for: Metabolomics, Transcriptome and Single-Cell RNA Sequencing Analysis of the Metabolic Heterogeneity between Oral Cancer Stem Cells and Differentiated Cancer Cells
**Source:** Cancers (Basel). 2024 Jan 5;16(2):237. doi: 10.3390/cancers16020237
**Supplement:** Supplementary file 1

GLYCOLYSIS / GLUCONEOGENESIS

Starch and sucrose metabolism

$\alpha$ -D-Glucose-1P

D-Glucose (extracellular)

PGM2

2.7.1.99

$\alpha$ -D-Glucose-6P

G6PC1

3.1.3.10

HK2

2.7.1.63

GCK

ADPGK

$\beta$ -D-Glucose

GALM

5.1.3.15

GPI

$\beta$ -D-Glucose-6P

GPI

$\beta$ -D-Fructose-6P

FBP1

PFKF

2.7.1.46

2.7.1.90

$\beta$ -D-Fructose-1,6P<sub>2</sub>

ALDOA

Glyceraldehyde-3P

TPI1

Glycerone-P

GAPDH

1.2.1.59

Glycerate-1,3P<sub>2</sub>

BPGM

1.2.1.9

1.2.7.6

1.2.1.90

PGK1

Glycerate-2,3P<sub>2</sub>

BPGM

Glycerate-3P

PGAM1

5.4.2.12

MINPP1

Glycerate-2P

ENO1

Phosphoenolpyruvate

PKLR

2.7.9.1

2.7.9.2

Pyruvate

LDHA

L-Lactate

Propanoate metabolism

Ethanol

ADH1A

1.1.5.5

AKR1A1

1.1.2.7

1.1.2.8

EutG

Acetaldehyde

ALDH3A

1.2.1.-

ALDH2

Lipoamide-E

DLD

Dihydro-lipoamide-E

DLAT

PDHA1

2-Hydroxyethyl-ThPP

ThPP

PDHA1

4.1.1.1

Acetyl-CoA

ACSS2

6.2.1.13

Acetate

Citrate cycle

Oxaloacetate

PCK1

4.1.1.49

Pyruvate metabolism

Carbon fixation in photosynthetic organisms

Pentose phosphate pathway

Data on KEGG graph  
Rendered by Pathview

S.figure Glutathione metabolism (from scRNA-sequencing data)

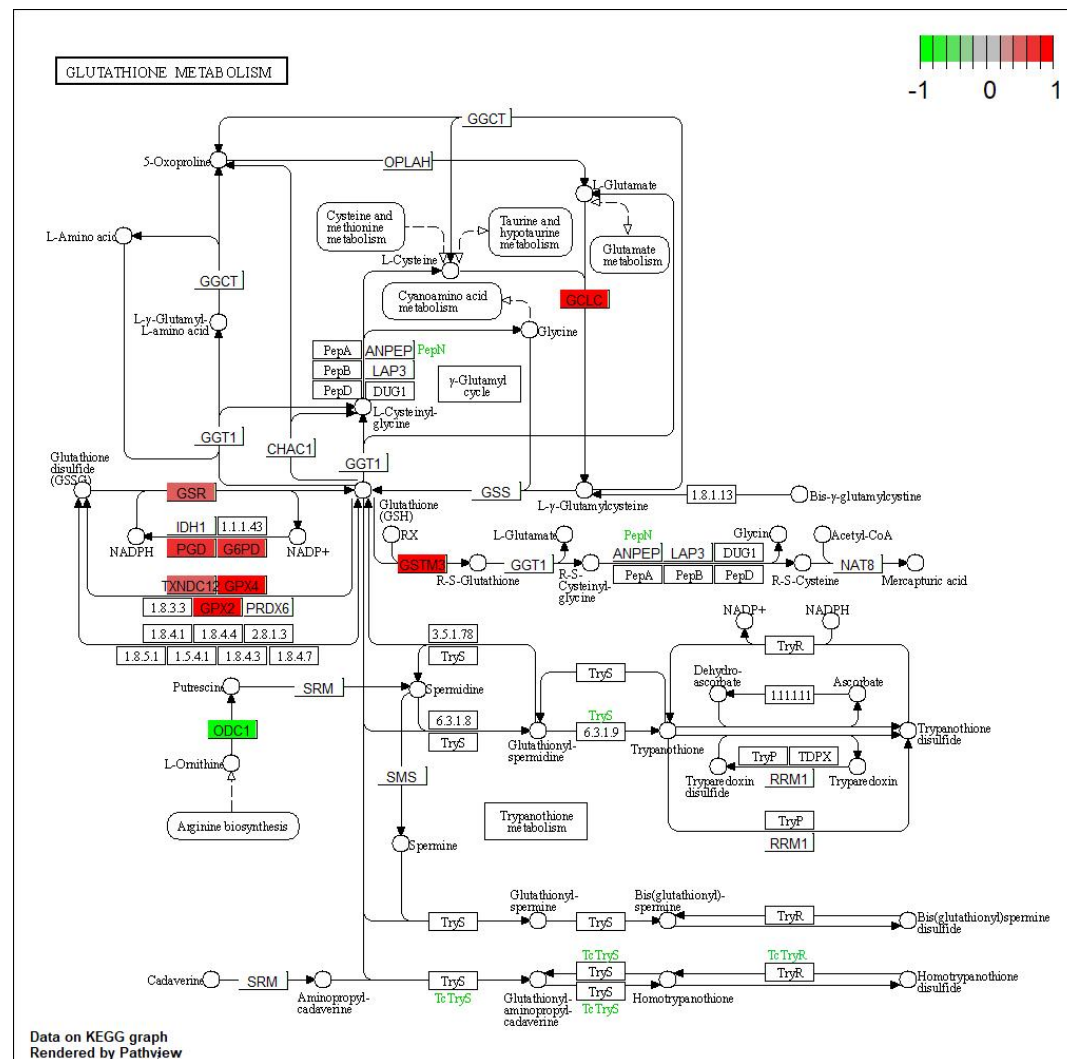

Figure: Kegg analysis of sc-RNA data by Pathview revealed alterations of Glutathione metabolism in CSC. The red box showed up-regulated genes, green box showed down-regulated genes.

S.figure Glycerophospholipid metabolism (from scRNA-sequencing data)

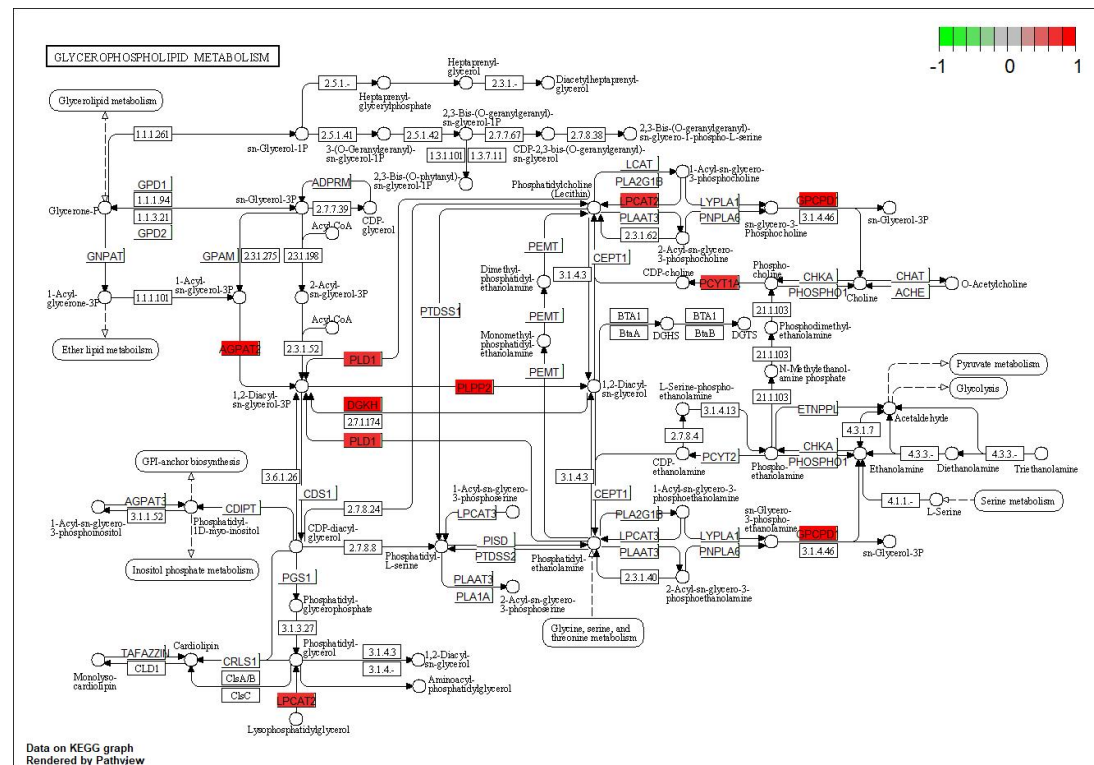

Figure: Kegg analysis of sc-RNA data by Pathview revealed alterations of Glycerophospholipid metabolism in CSC. The red box showed up-regulated genes, green box showed down-regulated genes.

# Supplementary material for: Metabolomics, Transcriptome and Single-Cell RNA Sequencing Analysis of the Metabolic Heterogeneity between Oral Cancer Stem Cells and Differentiated Cancer Cells
**Source:** Cancers (Basel). 2024 Jan 5;16(2):237. doi: 10.3390/cancers16020237
**Supplement:** Supplementary file 1

## **Quasi-Targeted Metabolomics - Materials and Methods**

### **1. Metabolites Extraction**

#### **Tissue sample**

Tissues (100 mg) were individually grounded with liquid nitrogen and the homogenate was resuspended with prechilled 80% methanol by well vortex. The samples were incubated on ice for 5 min and then were centrifuged at 15,000 g, 4°C for 20 min. Some of supernatant was diluted to final concentration containing 53% methanol by LC-MS grade water. The samples were subsequently transferred to a fresh Eppendorf tube and then were centrifuged at 15000 g, 4°C for 20 min. Finally, the supernatant was injected into the LC-MS/MS system analysis<sup>[1]</sup>.

#### **Liquid sample**

The samples (100 µL) were placed in the EP tubes and resuspended with prechilled 80% methanol by well vortex. Then the samples were incubated on ice for 5 min and centrifuged at 15,000 g, 4°C for 20 min. Some of supernatant was diluted to final concentration containing 53% methanol by LC-MS grade water. The samples were subsequently transferred to a fresh Eppendorf tube and then were centrifuged at 15000 g, 4°C for 20 min. Finally, the supernatant was injected into the LC-MS/MS system analysis<sup>[2-3]</sup>.

#### **Cell or bacteria sample**

The samples were placed in the EP tubes and resuspended with prechilled 80% methanol by well vortex. Then the samples were melted on ice and whirled for 30 s. After the sonification for 6 min, they were centrifuged at 5,000 rpm, 4°C for 1 min. The supernatant was freeze-dried and dissolved with 10% methanol. Finally, the solution was injected into the LC-MS/MS system analysis<sup>[4-5]</sup>.

#### **Cell or bacteria culture medium sample**

The samples (1 mL) were freeze-dried and resuspended with prechilled 80% methanol by well vortex. Then the samples were incubated on ice for 5 min and centrifuged at 15,000 g, 4°C for 15 min. Some of supernatant was diluted to final concentration containing 53% methanol by LC-MS grade water. The samples were subsequently transferred to a fresh Eppendorf tube and then were

centrifuged at 15000 g, 4°C for 15 min. Finally, the supernatant was injected into the LC-MS/MS system analysis.

## 2. HPLC-MS/MS Analysis

LC-MS/MS analyses were performed using an ExionLC™ AD system (SCIEX) coupled with a QTRAP® 6500+ mass spectrometer (SCIEX) in Novogene Co., Ltd. (Beijing, China). Samples were injected onto a Xselect HSS T3 (2.1×150 mm, 2.5 μm) using a 20-min linear gradient at a flow rate of 0.4 mL/min for the positive/negative polarity mode. The eluents were eluent A (0.1% Formic acid-water) and eluent B (0.1%Formic acid-acetonitrile)<sup>[6]</sup>. The solvent gradient was set as follows: 2% B, 2 min; 2-100% B, 15.0 min; 100% B, 17.0 min; 100-2% B, 17.1 min; 2% B, 20 min. QTRAP® 6500+ mass spectrometer was operated in positive polarity mode with Curtain Gas of 35 psi, Collision Gas of Medium, IonSpray Voltage of 5500V, Temperature of 550°C, Ion Source Gas of 1: 60, Ion Source Gas of 2: 60. QTRAP® 6500+ mass spectrometer was operated in negative polarity mode with Curtain Gas of 35 psi, Collision Gas of Medium, IonSpray Voltage of -4500V, Temperature of 550°C, Ion Source Gas of 1: 60, Ion Source Gas of 2: 60.

## 3. Metabolites Identification and Quantification

The detection of the experimental samples using MRM (Multiple Reaction Monitoring) were based on novogene in-house database. The Q3 were used to the metabolite quantification. The Q1, Q3, RT (retention time), DP (declustering potential) and CE (collision energy) were used to the metabolite identification. The data files generated by HPLC-MS/MS were processed using the SCIEX OS Version 1.4 to integrate and correct the peak. The main parameters were set as follows: minimum peak height, 500; signal/noise ratio, 5; gaussian smooth width, 1. The area of each peak represents the relative content of the corresponding substance.

## 4. Data Analysis

These metabolites were annotated using the KEGG database (<http://www.genome.jp/kegg/>)、HMDB database (<http://www.hmdb.ca/>) and Lipidmaps database (<http://www.lipidmaps.org/>).Principal components analysis (PCA) and Partial least squares discriminant analysis(PLS - DA) were performed at metaX<sup>[6]</sup>(a flexible and comprehensive software for processing metabolomics data).We applied univariate analysis (t-test) to calculate the statistical significance (P-value).The metabolites with VIP > 1 and P-value< 0.05 and fold change ≥2 or FC

$\leq 0.5$  were considered to be differential metabolites. Volcano plots were used to filter metabolites of interest which based on  $\log_2(\text{FC})$  and  $-\log_{10}(\text{P-value})$  of metabolites by ggplot2 in R language.

For clustering heat maps, the data were normalized using z-scores of the intensity areas of differential metabolites and were plotted by Pheatmap package in R language. The correlation between differential metabolites were analyzed by `cor()` in R language (method=pearson). Statistically significant of correlation between differential metabolites were calculated by `cor.mtest()` in R language. P-value < 0.05 was considered as statistically significant and correlation plots were plotted by corplot package in R language. The functions of these metabolites and metabolic pathways were studied using the KEGG database. The metabolic pathways enrichment of differential metabolites was performed, when ratio were satisfied by  $x/n > y/N$ , metabolic pathway were considered as enrichment, when P-value of metabolic pathway < 0.05, metabolic pathway were considered as statistically significant enrichment.

## Reference

- [1] Want E J , Masson P , Michopoulos F , et al. Global metabolic profiling of animal and human tissues via UPLC-MS[J]. Nature Protocols, 2012, 8(1):17-32.
- [2] Want E J , O'Maille G , Smith C A , et al. Solvent-Dependent Metabolite Distribution, Clustering, and Protein Extraction for Serum Profiling with Mass Spectrometry[J]. Analytical Chemistry, 2006, 78(3):743-752.
- [3] BarriT , Dragsted L O . UPLC-ESI-QTOF/MS and multivariate data analysis for blood plasma and serum metabolomics: effect of experimental artefacts and anticoagulant[J]. Analytica Chimica Acta, 2013, 768(1):118-128.
- [4] Sellick C A, Hansen R, Stephens G M, et al. Metabolite extraction from suspension cultured mammalian cells for global metabolite profiling[J]. Nature Protocol, 2011, 6(8):1241-9.
- [5] Yuan M, Breitkopf S B, Yang X, et al. A positive/negative ion-switching, targeted mass spectrometry-based metabolomics platform for bodily fluids, cells, and fresh and fixed tissue[J]. Nature Protocols, 2012, 7(5):872-81.
- [6] Ping L, Weidong D, Peiyuan Y, et al. MRM-Ion Pair Finder: a systematic approach to transform non-targeted mode to pseudo-targeted mode for metabolomics study based on liquid chromatography-mass spectrometry[J]. analytical chemistry, 87 (2015) 5050–5055.
- [7] Wen B , Mei Z , Zeng C , et al. metaX: a flexible and comprehensive software for processing metabolomics data[J]. BMC Bioinformatics, 2017, 18(1).

# Supplementary material for: Metabolomics, Transcriptome and Single-Cell RNA Sequencing Analysis of the Metabolic Heterogeneity between Oral Cancer Stem Cells and Differentiated Cancer Cells
**Source:** Cancers (Basel). 2024 Jan 5;16(2):237. doi: 10.3390/cancers16020237
**Supplement:** Supplementary file 1

S.Table sample details

| experiments                 | Sample type      | Sample source   | Biological group | Biological replication |
|-----------------------------|------------------|-----------------|------------------|------------------------|
| Transcriptome sequencing    | Cell lines       | Cal27           | Cal27_MCTS       | CAL_S_1                |
|                             |                  |                 |                  | CAL_S_2                |
|                             |                  |                 |                  | CAL_S_3                |
|                             |                  |                 | Cal27_control    | CAL_A_1                |
|                             |                  |                 |                  | CAL_A_2                |
|                             |                  |                 |                  | CAL_A_3                |
|                             |                  | HSC3            | HSC3_MCTS        | HSC_S_1                |
|                             |                  |                 |                  | HSC_S_2                |
|                             |                  |                 |                  | HSC_S_3                |
|                             |                  |                 | HSC3_control     | HSC_A_1                |
|                             |                  |                 |                  | HSC_A_2                |
|                             |                  |                 |                  | HSC_A_3                |
| Quasi-targeted metabolomics | Cell lines       | Cal27           | Cal27_MCTS       | CAL27_MCTS_1           |
|                             |                  |                 |                  | CAL27_MCTS_2           |
|                             |                  |                 |                  | CAL27_MCTS_3           |
|                             |                  |                 |                  | CAL27_MCTS_4           |
|                             |                  |                 |                  | CAL27_MCTS_5           |
|                             |                  |                 | Cal27_control    | CAL27_1                |
|                             |                  |                 |                  | CAL27_2                |
|                             |                  |                 |                  | CAL27_3                |
|                             |                  |                 |                  | CAL27_4                |
|                             |                  |                 |                  | CAL27_5                |
|                             |                  | HSC3            | HSC3_MCTS        | HSC3_MCTS_1            |
|                             |                  |                 |                  | HSC3_MCTS_2            |
|                             |                  |                 |                  | HSC3_MCTS_3            |
|                             |                  |                 |                  | HSC3_MCTS_4            |
|                             |                  |                 |                  | HSC3_MCTS_5            |
|                             |                  |                 | HSC3_control     | HSC3_1                 |
|                             |                  |                 |                  | HSC3_2                 |
|                             |                  |                 |                  | HSC3_3                 |
|                             |                  |                 |                  | HSC3_4                 |
|                             |                  |                 |                  | HSC3_5                 |
| Single-cell RNA sequencing  | Clinical samples | Public database | OSCC_01          |                        |
|                             |                  |                 | OSCC_02          |                        |
|                             |                  |                 | OSCC_03          |                        |
|                             |                  |                 | OSCC_04          |                        |
|                             |                  |                 | OSCC_05          |                        |
|                             |                  |                 | OSCC_06          |                        |

How the deposited data were processed for this re-analysis (not part of the article)

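The samples were 12 RNA-seq libraries of the oral squamous cell carcinoma lines CAL27 and HSC3, 3 of adherent cells and 3 of MCTS (spheres grown for 7 days) from each line. Per the paper's methods, the authors aligned the reads with Hisat2, counted them with FeatureCounts and made the deposited FPKM values from the reads and length of each gene. The deposited table holds one FPKM column per library, with no gene lengths, read counts or biotypes. The genome build, the annotation release and any filter are not stated in the paper's text, and the copy of its Method S1 used here covers metabolomics alone. The authors tested expression with DESeq2 at a corrected p-value of 0.05 and a fold change of 1.5, and tested pathways with clusterProfiler. The authors' own read counts were not used here, and their test was not repeated.

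Reads were recovered from the FPKM values, since value times exon length fell on whole multiples of one step in each library; lengths were taken from GENCODE v29 or found from the values. On simulated data, the exact divisor was found in 12 of 12 libraries with 30000 genes. Reads on genes had a median of 15773280 over the 12 libraries. The divisor of the FPKM was 1.06 to 1.11 times the reads on genes in CAL27 MCTS, 1.02 to 1.03 times in adherent CAL27 cells, 0.956 to 0.998 times in adherent HSC3 cells and 0.931 to 1.01 times in HSC3 MCTS. The 10 most abundant genes held 11.0 to 11.8% of the FPKM in CAL27 MCTS, 17.3 to 18.3% in adherent CAL27 cells, 17.8 to 21.7% in HSC3 MCTS and 20.3 to 21.3% in adherent HSC3 cells. A gene at 0 was read as up to 3 reads. The replicate numbers were not treated as pairs. Between libraries of the same number, deviations from the group mean had Pearson r across genes of 0.47, 0.20 and 0.21 in HSC3 and 0.01, -0.06 and -0.16 in CAL27, and a fit with the number as a block was an alternative.

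Calculations used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9. Genes with an FPKM of at least 1 in at least 3 libraries were kept, 13765 in all, of which 13507 have a symbol, 13489 are in GENCODE v29 and 11264 are protein-coding there. The values log2(FPKM + 0.5) were fitted in limma with a mean per group and a trended variance, MCTS were compared with adherent cells within each line, and the difference between the lines was tested as an interaction. Calls used a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change of more than 1.5, or the adjusted p-value alone for the interaction. In a principal component analysis of the tested genes, the first 3 components held 52.1, 33.4 and 5.54% of the variance. The chromosome and the exon length shared with other annotated genes were taken from GENCODE v29.

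Pathways were tested as 24 gene lists, 11 for pathways that the paper discusses and 13 for other programmes, written from general knowledge. The lists, the thresholds, the main model and most alternatives were set before the data were examined. Each list was tested with limma's camera at a preset correlation of 0.01 (two-sided, adjusted over 48 tests), with fry and with an estimated correlation. Over-representation among the called genes was tested with a one-sided Fisher's exact test against the tested genes. Single genes and list medians were also tested by exact two-sided permutation, with 20 arrangements in one line and 400 over both lines; the permutation of list medians was added after the behaviour of camera was seen. The genes named are those in the paper's text, the members of each list with the largest mean change in each direction among those called the same way in both lines, the genes of the Figure S1 boxes with the largest changes or with a call other than the box's color, and the 5 protein-coding genes with the largest mean change in each direction among those called the same way in both lines with a mean FPKM of at least 5. Some single genes that meet this rule are not reported here.

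The alternatives were pseudocounts of 0.1 and 1, no filter on low values, a mean FPKM of at least 5, TPM, median-ratio scaling, quantile normalization, a separate fit of each line, the replicate number as a block, other thresholds (the adjusted p-value alone, a fold change of more than 2, and TREAT, which tests against the fold threshold), a protein-coding background, and each library left out in turn. Protein-coding genes by GENCODE v29, scaling by the total of recovered reads, limma voom on the recovered reads, and a correction for GC content and gene length with and without the block were added after the data were seen. The steps were tested on simulated data with 13135 genes: 160 of 199 changed genes were recovered in CAL27 and 158 in HSC3, 6 and 7 unchanged genes were called, and the median error of the log2 fold change was -0.17 in each line. In the same data, 2 of 2 changed lists and 0 of 2 unchanged lists were called. The simulated genes were drawn independently of each other, and a far smaller share of them changed than was called in the deposited data. The step therefore does not test how camera behaves on lists of correlated genes. In a separate step with 12912 simulated genes, a GC trend with r = 0.872 was reduced to 0.0063. Metabolite, qRT-PCR, flow cytometry, single-cell and clinical data were not analysed here, and the comparison of Table S3 as a whole with the cell lines was not made, because the copy used here lacks 1 of its genes.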

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

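The results below are differences between the cell lines and changes in further lists and genes; the tests of the 14 lists under GC correction and scaling, and of lost calls under scaling, were chosen after the results were seen, as were the deciding numbers for CAL27 material and for dividing cells.

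A different change in the lines was found for 3661 of the 13765 tested genes (interaction, adjusted p under 0.05), 1762 more raised and 1899 more lowered in HSC3. Among pairs of splits of the libraries, 10 of 100 gave as many such genes, the real pair included. The other 9 were among the 18 pairs that keep the real split of one line and so place its whole response in the difference, with up to 5653 genes; the 81 pairs that mix both lines gave at most 2. Because of those pairs, the share of splits does not separate the number of genes from chance. With each library left out in turn, 2797 to 4163 genes differed.

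Opposite calls were made for 28 genes upregulated in CAL27 and downregulated in HSC3, and for 48 genes the other way. Over TPM, median-ratio, quantile and total-read scaling, 53 of the 76 genes kept both calls, which argues against scaling as the whole source. The other 23 lost a call under at least one of these scalings; as they were picked by that loss, it decides nothing, and a change of each line and an effect of scaling cannot be told apart for them.

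The changes of 14 lists differed between the lines by camera. The median differences, HSC3 minus CAL27 on the log2 scale, were -0.23 for cell cycle, -0.32 for DNA replication, 0.28 for glycolysis, -0.29 for one-carbon metabolism, 0.86 for mitochondrial DNA-encoded genes, -0.89 for cholesterol biosynthesis, 0.17 for hypoxia response, 1.47 for interferon-stimulated genes, -0.31 for ATF4 stress response, 2.86 for keratinocyte differentiation, 0.23 for basal keratinocyte and integrin genes, -0.56 for senescence-associated secretory factors, -0.39 for proliferation markers and -0.51 for cytosolic ribosomal proteins. The hypoxia difference turned to -0.07 with TPM, which raised the median of all genes in CAL27 from 0.03 to 0.23, and was still past the threshold. After a correction for GC content and gene length, all 14 stayed past the threshold with their direction, which argues against such a trend as the whole cause. Under the 4 scalings, 9 did so, and 5 (glycolysis, mitochondrial DNA-encoded genes, hypoxia, basal keratinocyte genes and secretory factors) lost the threshold or direction under at least one. For 4 of these the loss is also what picked them, so a difference of the lines and an effect of scaling cannot be told apart. The secretory factors lost the threshold with TPM alone, where the difference was -0.78; the value closest to 0 over the 4 scalings was -0.52, and the exact permutation below, relative to the median of all genes, argues against scaling as the whole cause. Single libraries mattered for some: without CAL27 MCTS replicate 3 the basal difference was 0.08, without HSC3 adherent replicate 1 it was 0.09, without CAL27 adherent replicate 3 or HSC3 MCTS replicate 2 it was 0.17, without HSC3 MCTS replicate 3 the hypoxia difference was 0.08, and without HSC3 adherent replicate 1 the secretory difference was -0.45, each no longer past the threshold. Other differences moved but stayed past the threshold: with single libraries left out, the proliferation difference ranged from -0.49 to -0.21 and the ribosomal one from -0.61 to -0.32. With an estimated correlation, 3 lists (cholesterol biosynthesis, interferon-stimulated genes and keratinocyte differentiation) remained past the threshold, and with fry 13. By exact permutation the difference had p = 0.005 for interferon-stimulated genes, keratinocyte differentiation and secretory factors, and p = 0.075 to 0.84 for the other 11 lists, so for those the difference rests on the list tests across genes.

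Keratinocyte differentiation genes had a median log2 fold change of -0.11 in CAL27 (0.04 with TPM), with 8 of 32 upregulated and 6 downregulated, and 2.98 in HSC3, with 30 upregulated. The camera adjusted p was 0.807 and 3.10e-12. After GC and length correction, the difference between the lines was 2.78. CAL27 cells or RNA in the HSC3 MCTS libraries were weighed with 6 genes abundant in both CAL27 groups and near 0 in adherent HSC3 cells: their median level in HSC3 MCTS was 0% of that in CAL27 MCTS and the highest 0.223%, while the median rise of the keratinocyte genes was 967.8% of their CAL27 MCTS level. Both values argue against CAL27 material. Interferon-stimulated genes had medians of -0.33 in CAL27 (5 of 37 upregulated, 15 downregulated, camera adjusted p = 0.0869, though past the threshold with no filter and with fry) and 0.99 in HSC3 (24 upregulated, adjusted p = 1.47e-06), and a difference of 1.56 after the correction, which argues against a GC or length trend. The medium and the growth form differ together between MCTS and adherent cells, and the adherent cells alone are labelled as in logarithmic growth. A response of each line to any of these stays open and untested.

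Cholesterol biosynthesis genes had medians of 1.25 in CAL27 (18 of 25 upregulated, camera adjusted p = 2.88e-05) and 0.22 in HSC3 (9 upregulated, 2 downregulated, adjusted p = 0.104). The difference after GC and length correction was -0.83. Removal of serum, which the design joins to the MCTS, predicts a rise in both lines; the HSC3 median of 0.219 was above 0 but not past the threshold, though it passed with no filter, a mean FPKM of at least 5 and fry (each 0.22) and with GC and length correction (0.32), and serum and growth form cannot be told apart here because every MCTS library is serum-free.

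Of the genes that the paper names, the change differed between the lines for ENO2 (1.92), GPI (1.19), HK2 (1.14), ODC1 (1.99) and POU5F1 (-1.69), in log2 units as HSC3 minus CAL27. The difference of HK2 was 0.92 with TPM and no longer past the threshold. For ENO2, GPI, ODC1 and POU5F1, it remained past the threshold under the alternatives run. A further 39 of 85 other named genes also had a different change.

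Signals were also found in other lists. Oxidative phosphorylation genes had medians of -0.58 in CAL27 (4 of 81 upregulated, 39 downregulated, camera adjusted p = 1.62e-05) and -0.43 in HSC3 (5 and 30, adjusted p = 0.00145). With single libraries left out, these medians ranged from -0.75 to -0.49 and from -0.57 to -0.28, still past the threshold. Hypoxia response genes had medians of 1.28 (19 of 30 upregulated, 1 downregulated, adjusted p = 4.09e-05) and 1.77 (23 upregulated, adjusted p = 1.27e-07). All 38 proliferation markers were downregulated in both lines, with medians of -3.75 and -4.03 (adjusted p = 6.46e-21 and 3.10e-21). Camera did not call oxidative phosphorylation or hypoxia with an estimated correlation, nor the proliferation markers. Fewer dividing cells in MCTS may underlie the fall of the cell cycle and DNA replication lists: the 24 proliferation markers outside both lists were all downregulated, with medians of -3.94 in CAL27 and -4.20 in HSC3. Because the adherent cells were labelled as in logarithmic growth, growth phase cannot be told apart from sphere culture here. Senescence with secretory factors predicts a rise of those factors in both lines. Their medians were 0.57 in CAL27 and -0.17 in HSC3, where their mean was 0.26. The list has members that go both ways (11 of 30 up, 9 down in HSC3). Senescence and other forms of lower division therefore cannot be told apart by it.

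The protein-coding genes with the largest mean change over both lines include genes that the paper's text does not name. Their means of the log2 fold changes were 5.49 for GDF15, 5.13 for NECTIN4, 5.02 for KRT16, 4.71 for SCD, 4.65 for LCN2, -4.71 for MYBL2, -4.72 for RRM2, -4.78 for DLGAP5, -4.84 for ANLN and -6.09 for FST. All 10 genes stayed called with their direction in both lines under each alternative that was run for them, other scalings, GC and length correction and single libraries left out included, and the value closest to 0 was 2.04 (KRT16 in CAL27, with GC and length correction). Other technical explanations were not tested gene by gene, and no biological explanation was tested beyond the lists they belong to.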

How the results depend on the processing

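The choice of the alternatives named as added, and of the exact permutation of list medians, came after the results were seen.

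Between 281 and 335 results were compared under most alternatives. Median-ratio scaling left 334 of 335 on their side of the threshold with their direction, and the replicate block 328 of 329. Of the calls in CAL27, 7313 in all, 6696 were kept with TPM, 6596 with quantile normalization and 5456 after GC and length correction. Of the genes called in both lines, 5284 in all, 4930, 4603 and 3559 were kept. TPM moved the median log2 fold change of all genes to 0.23 in CAL27 and 0 in HSC3, total-read scaling to 0.11 and 0.01, and a mean FPKM of at least 5 to -0.15 and -0.13. Upregulated genes were 62.4% of the CAL27 calls with TPM and 42.1% with a mean FPKM of at least 5, against 52.7%.

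Counts of genes moved as follows. With a mean FPKM of at least 5, which left 6942 genes, 3806 genes were called in CAL27 (1604 up, 2202 down) and 3867 in HSC3 (1688 and 2179), 2904 the same way in both (1191 up), 11 and 31 in opposite directions, and 1842 differed between the lines; fewer genes were tested. A fold of more than 2 gave 4427 (2452 and 1975), 4560 (2503 and 2057), 2886 (1519 and 1367), 8 and 15, and TREAT gave 4551 (2458 and 2093), 4651 (2475 and 2176), 3013 (1515 and 1498), 7 and 17, both stricter by construction. Genes up in CAL27 and down in HSC3 numbered 58 with pseudocount 0.1, 79 with TPM and 129 with the adjusted p-value alone, which gave 148 the other way. Among the added alternatives they numbered 57 with voom, 59 with GC and length correction and 61 with its block, and the last pair gave 76 and 78 the other way.

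Lists near the threshold lost or gained it. The purine list in CAL27 was no longer past it with pseudocount 1 (-0.3333), quantile normalization (-0.3383), a separate fit, the replicate block, an estimated correlation and protein-coding genes (each -0.3975), and GC and length correction with or without block (-0.3384). The glycolysis list in CAL27 lost it with a mean FPKM of at least 5 (-0.5384), quantile normalization (-0.4726), an estimated correlation and protein-coding genes (-0.5157), and GC and length correction with or without block (-0.5053). The glutathione list in CAL27 lost it with quantile normalization (-0.3435), an estimated correlation (-0.4542) and protein-coding genes (-0.4712). An estimated correlation, which leaves the medians as they were, also took the call from citrate cycle (-0.8424 and -0.8694), fatty acid oxidation (-0.6058 and -0.7453) and pyrimidine metabolism (-0.7088 and -0.5346) in CAL27 and HSC3 and from one-carbon metabolism in CAL27 (-0.888). Fry added senescence (-0.1755 and -0.1813), glycerophospholipid (0.3418 and 0.2489) and glutathione in HSC3 (-0.1235). Without a filter, the senescence list passed in both lines (-0.0747 and -0.1122), and its enrichment had odds ratios of 4.1464 and 3.607. The background then held 35353 genes, of which 8729 were called in CAL27 and 8328 in HSC3. The added genes, mostly not called, raise these odds ratios. With pseudocount 1 the enrichment passed in CAL27 (1.5364). The cause of the other shifts was not tested.

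Some directions reversed. In CAL27, TPM turned the medians of senescence (0.0149), keratinocyte differentiation (0.0377), basal keratinocyte genes (0.1216) and ribosomal proteins (0.0823) and the log2 fold change of CD44 (0.1519), and among differences between the lines that of glutathione (-0.1507) and of hypoxia (-0.0705). Quantile normalization turned basal keratinocyte genes (0.0536) and CD44 (0.1122) in CAL27 and the difference of GAPDH (-0.0305). No filter turned the glutathione difference (-0.0096). Of the added alternatives, total-read scaling turned basal keratinocyte genes (0.0156) and CD44 (0.0409) in CAL27 and the glutathione difference (-0.0132), and GC and length correction, with or without block, turned CD44 in CAL27 (0.0712) and PGM2 in HSC3 (0.0516). The turns with TPM came with its shift of all genes in CAL27, whose median went from 0.03 to 0.23, about as far as these values moved. The cause of the other turns was not tested.

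Across the 12 fits that each left out one library, the genes called numbered 7175 to 7369 in CAL27, 7069 to 7561 in HSC3 and 5163 to 5356 in both. The senescence enrichment in CAL27 ranged from 1.3318 to 1.5895, and passed without any CAL27 library but MCTS replicate 3. The CAL27 medians ranged from -0.577 to -0.4599 for glycolysis and from -0.5926 to -0.3583 for glutathione, both not past the threshold without MCTS replicate 1, and from -0.4631 to -0.3396 for purine metabolism, not past it without CAL27 MCTS replicate 1 or HSC3 adherent replicate 1 or 3. Single libraries also turned a direction: in CAL27, ribosomal proteins ranged from -0.2514 to 0.0189 (the highest without MCTS replicate 1), basal keratinocyte genes from -0.1959 to 0.1289 and CD44 from -0.1338 to 0.0912 (both highest without MCTS replicate 3); in HSC3, p53 targets ranged from -0.0551 to 0.1166 (lowest without MCTS replicate 1) and mitochondrial DNA-encoded genes from -0.3407 to 0.0473 (highest without MCTS replicate 2).

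Protein-coding genes by a biotype in the table and voom with lengths in the table were not run, since the table holds neither; the added versions took their place. The comparison with all of Table S3 was not run. Depth limits genes with few reads: SOX2, PROM1 and ALDH1A1 had at most 32 reads in a library, and a change of a few reads was not detectable there.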

Differences from the paper's values

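No test in this part was chosen after the result was seen, apart from the added alternatives named as such. The paper's Figure 2D shows about 57 genes upregulated in CAL27 and downregulated in HSC3, read by eye, against 28 from the deposited FPKM. Among the alternatives set before the data were examined, the number came within 1.5 times the paper's with a pseudocount of 0.1 (58), TPM (79) and quantile normalization (42). It did not with a pseudocount of 1 (21), no filter (29), a mean FPKM of at least 5 (11), median-ratio scaling (29), a separate fit of each line (28), the replicate block (31), the adjusted p-value alone (129), a fold of more than 2 (8), TREAT (7) or any library left out (26 to 36). Alternatives chosen after seeing the values gave 57 with voom on the recovered reads, 59 with a correction for GC content and gene length and 61 with the block added.

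The legend of Figure S1 colors enzymes by direction, and some boxes have another call in the deposited data. AK1 and AGPAT2 are drawn as downregulated and were upregulated in both lines (0.86 and 0.83, 0.96 and 0.93); after GC and length correction, chosen after seeing the values, neither was called. PLA2G4A and LYPLA1 are drawn as upregulated and were downregulated in both. PGM2, NUDT9 and DCTD, drawn as downregulated, were called in CAL27 alone, and IMPDH2 and LPCAT2 in HSC3 alone. NUDT9 was called in HSC3 with a pseudocount of 0.1, TPM and, chosen after seeing the values, voom, and DCTD was called there with GC and length correction, also chosen after, which left NUDT9 called in neither line (-0.40 in CAL27). Leaving out a single library also gave the call of the box's color, for PGM2 in HSC3 without HSC3 adherent replicate 1 (-0.64), NUDT9 in HSC3 without HSC3 MCTS replicate 2 (-0.59), DCTD in HSC3 without HSC3 adherent replicate 2 (-0.59), and IMPDH2 in CAL27 without CAL27 adherent replicate 3 (-0.62) or CAL27 MCTS replicate 3 (-0.69). The gray boxes of ENO1, ADSS2 and UCK2 were downregulated in both lines and that of DGKA upregulated in both.

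The paper states that the changed genes were enriched in cellular senescence. The list used here, which is not KEGG's, was not past the threshold among genes of both directions (odds ratios 1.43 in CAL27 and 1.25 in HSC3). It passed in CAL27 with a pseudocount of 1 and in 5 of the 12 fits that each left out one library. It passed in both lines without a filter, against a background of mostly uncalled genes that raises the odds ratio. All of these were set before the data were examined. Among downregulated genes alone it passed in both lines, but in neither with a mean FPKM of at least 5, quantile normalization or, chosen after seeing the values, GC and length correction.

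By qRT-PCR, the paper states higher POU5F1 (OCT4), NANOG and SOX2 in MCTS. In the deposited FPKM, POU5F1 had a log2 fold change of 1.32 in CAL27 and -0.37 in HSC3. The HSC3 value was not called, but was called downregulated with a pseudocount of 0.1, TPM and quantile normalization. SOX2 was lower in CAL27 MCTS. In HSC3 its log2 fold change was 0.12, with no library above the floor of 3 reads, so no direction can be read from it.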

Other observations

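The tests of GPX4 under GC correction, of mitochondrial genes under scaling and of ribosomal genes under GC correction were chosen after the results were seen.

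When the 6 libraries of one line were split in other ways, 1 of 10 splits in CAL27 and 1 of 10 in HSC3, the real one in each, gave as many called genes; the other splits gave at most 1 gene in CAL27 and 2 in HSC3. With 10 splits, the design cannot give a share under 0.1, so the share alone cannot tell the real grouping from an accidental one. The numbers of genes called in the real splits, 7313 in CAL27 and 7329 in HSC3, argue against an accidental grouping for these genes as a set. As many lists were called by camera in 1 of 10 splits in CAL27 and 7 of 10 in HSC3. The other splits gave 9 to 15 lists in CAL27 and 8 to 15 in HSC3, against 16 and 13 for the real ones. Each other split mixes MCTS and adherent libraries unevenly and keeps part of the real contrast. These numbers therefore cannot show how often camera calls a list by accident. With an estimated correlation, 3 of the 16 calls in CAL27 and 4 of the 13 in HSC3 held. A camera call with the preset correlation thus carries little weight by itself. Over both lines, 1 of 100 pairs of splits, the real pair, gave as many genes called the same way, and other pairs gave at most 1, which argues against an accidental grouping for the shared genes. By exact permutation over both lines, 19 of 24 lists had an adjusted p under 0.05, and 14 had the smallest p-value possible.

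Several stem cell markers of the paper were low in these libraries. NANOG was listed at 0 in all 12. PROM1, which encodes CD133, had 4 reads in CAL27 MCTS replicate 2 and was listed at 0 in the rest. SOX2 had 32, 22 and 28 reads in adherent CAL27 cells and 2, 3 and 9 in CAL27 MCTS (0.648 ± 0.107 and 0.114 ± 0.0947 FPKM, SD, n = 3; exact permutation p = 0.1), and at most 3 in each HSC3 library. ALDH1A1 had 0 to 12 reads per library. CD44 was not called (log2 fold changes -0.05 in CAL27, which turned to 0.15 with TPM and to 0.09 without CAL27 MCTS replicate 3, and 0.25 in HSC3). POU5F1 was called in CAL27 (adjusted p = 0.000282) and not in HSC3 (adjusted p = 0.163).

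GAPDH, a reference gene of the paper's qRT-PCR, fell by 0.65 on the log2 scale in CAL27 (adjusted p = 0.000670) and by 0.40 in HSC3, under the fold threshold (adjusted p = 0.0135). The CAL27 fall was under it with TPM (-0.45) and total-read scaling (-0.56), and the HSC3 fall was called with quantile normalization (-0.63) and GC and length correction (-0.85). The FPKM of SOX2 is not scaled to GAPDH, so its fall in CAL27 does not come from GAPDH, and relative to GAPDH it was 0.275 times as high in CAL27 MCTS as in adherent cells. The SOX2 reads in CAL27 MCTS lie near the floor of 3 reads, and the qRT-PCR data were not analysed here.

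The lower citrate cycle and fatty acid oxidation lists were weighed against the scaling of FPKM and against GC content and gene length. Over 4 scalings the median closest to 0 of the lists in both lines was -0.55, and after GC and length correction it was -0.51, which argues against either as the whole cause. GPX4 kept a log2 fold change of at least 1.07 in each line after the correction and was still called. A lower activity of these pathways in MCTS may be a biological change, a hypothesis found and tested on the same data. Medium, growth form and possibly growth phase are confounded in it.

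Glycolysis genes with higher expression may reflect hypoxia inside the spheres. The 5 glycolysis genes in the hypoxia list had medians of 0.69 in CAL27 and 1.84 in HSC3, and the 35 others -0.56 and -0.36; the smaller gap between them was 1.26. Of the 5, 3 were upregulated in each line, and of the 35, 7 in CAL27 and 6 in HSC3 (Fisher's exact test, p = 0.0893 and 0.0655). Downregulated genes numbered 1 of the 5 in CAL27 and 0 in HSC3, and 17 and 15 of the 35. Oxygen was not measured.

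Mitochondrial DNA-encoded genes fell in CAL27 (median -1.11, 11 of 13 downregulated, camera adjusted p = 0.00152) and not past the threshold in HSC3 (-0.13, 2 downregulated, adjusted p = 0.449; 0.05 without HSC3 MCTS replicate 2). With total-read scaling the CAL27 median was -1.02, which argues against the divisor of the FPKM as the whole cause. Cytosolic ribosomal protein genes fell in HSC3 (-0.58, 38 of 77 downregulated, 1 upregulated, adjusted p = 3.98e-05) and not past the threshold in CAL27 (-0.12, 0.08 with TPM and 0.02 without CAL27 MCTS replicate 1; -0.25 and past the threshold without CAL27 MCTS replicate 3; 6 upregulated, 7 downregulated, adjusted p = 0.385). After GC and length correction the HSC3 median was -0.48, which argues against such a trend as the whole cause.

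The other lists had these values in CAL27 and HSC3. ATF4 stress response: medians 0.72 and 0.40, 13 and 12 of 25 upregulated, 6 downregulated in each, camera adjusted p = 0.0310 and 0.260; the CAL27 call was lost with a separate fit of each line and with an estimated correlation. p53 targets: medians 0.16 and 0.05 (-0.06 in HSC3 without HSC3 MCTS replicate 1), 8 and 9 of 26 upregulated, 5 downregulated in each, adjusted p = 0.385 and 0.368; past the threshold in HSC3 with a mean FPKM of at least 5 (0.44). Basal keratinocyte and integrin genes: medians -0.07 (0.12 with TPM, 0.13 without CAL27 MCTS replicate 3) and 0.20, 6 and 8 of 20 upregulated, 7 and 3 downregulated, adjusted p = 0.845 and 0.260. Mesenchymal genes: medians 1.11 and 0.33, 11 and 6 of 17 upregulated, 4 downregulated in each, adjusted p = 0.0748 and 0.237; past the threshold in CAL27 with protein-coding genes alone. Secretory factors: 14 and 11 of 30 upregulated, 5 and 9 downregulated, adjusted p = 0.0464 and 0.811. The CAL27 call of the secretory factors was lost with a pseudocount of 1 (0.42), no filter (0.29), TPM (0.78), a separate fit or estimated correlation (0.57), total-read scaling (0.65), and without CAL27 adherent replicate 1 (0.55), CAL27 MCTS replicate 1 (0.45) or HSC3 MCTS replicate 2 (0.57). With fry, the p53 and mesenchymal lists were past the threshold in both lines, as were the ATF4, basal and secretory lists in HSC3. The secretory list there had a median of -0.17 and a mean of 0.26. Camera adjusted p-values for cellular senescence were 0.237 and 0.161.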
